# LaSSO, a strategy for genome-wide mapping of intronic lariats and branch points using RNA-seq

**DOI:** 10.1101/gr.166819.113

**Published:** 2014-07

**Authors:** Danny A. Bitton, Charalampos Rallis, Daniel C. Jeffares, Graeme C. Smith, Yuan Y.C. Chen, Sandra Codlin, Samuel Marguerat, Jürg Bähler

## Abstract

Both canonical and alternative splicing of RNAs are governed by intronic sequence elements and produce transient lariat structures fastened by branch points within introns. To map precisely the location of branch points on a genomic scale, we developed LaSSO (Lariat Sequence Site Origin), a data-driven algorithm which utilizes RNA-seq data. Using fission yeast cells lacking the debranching enzyme Dbr1, LaSSO not only accurately identified canonical splicing events, but also pinpointed novel, but rare, exon-skipping events, which may reflect aberrantly spliced transcripts. Compromised intron turnover perturbed gene regulation at multiple levels, including splicing and protein translation. Notably, Dbr1 function was also critical for the expression of mitochondrial genes and for the processing of self-spliced mitochondrial introns. LaSSO showed better sensitivity and accuracy than algorithms used for computational branch-point prediction or for empirical branch-point determination. Even when applied to a human data set acquired in the presence of debranching activity, LaSSO identified both canonical and exon-skipping branch points. LaSSO thus provides an effective approach for defining high-resolution maps of branch-site sequences and intronic elements on a genomic scale. LaSSO should be useful to validate introns and uncover branch-point sequences in any eukaryote, and it could be integrated into RNA-seq pipelines.

Introns and exons refer to noncoding and coding sequences, respectively, that constitute protein-coding genes (Gilbert 1978). To create a functional messenger RNA (mRNA), introns are excised via a highly conserved and accurate process called splicing that culminates in concatenation of exon sequences into translatable transcripts. Splicing entails two transesterification reactions catalyzed by the spliceosome, a large RNA-protein complex (Wahl et al. 2009). The first reaction involves a nucleophilic attack of an adenosine (branch point) on the 5′-splice donor, resulting in a lariat structure fixed by a 2′–5′ phosphodiester bond; the intron remains only attached to the downstream exon (Fig. 1A,B; Padgett et al. 1985). The second reaction involves an attack of the detached upstream exon on the 3′-splice acceptor, resulting in intron lariat release and exon ligation (Fig. 1C). The intron is then processed by exonucleolytic cleavage of the 3′-lariat tail and linearization by the debranching enzyme Dbr1 (Fig. 1D; Kim et al. 2000; Cheng and Menees 2011). The spliceosome is disassembled and recycled (Arenas and Abelson 1997; Martin et al. 2002). Lariat debranching is a rate-limiting step for intron degradation or further processing (Fig. 1E), and lariats accumulate in cells with compromised debranching activity (Fig. 1F; Nam et al. 1997; Kim et al. 2000; Ye et al. 2005).

**Figure 1.**
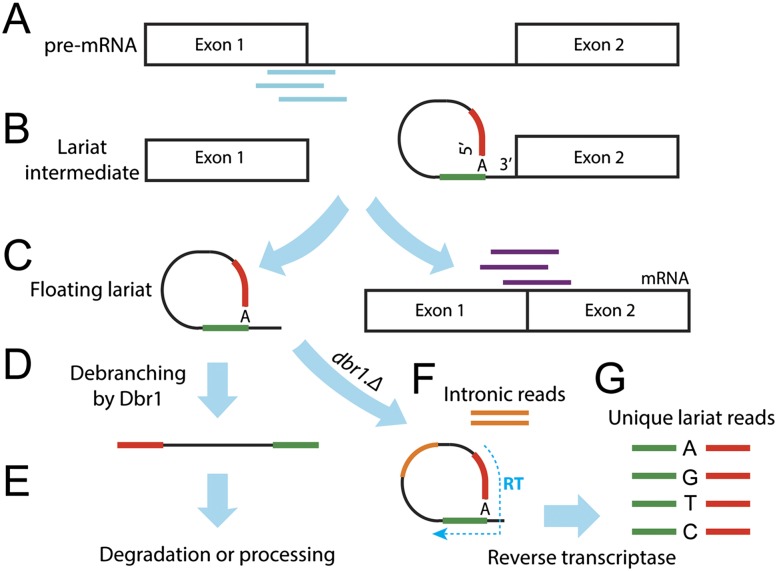
Scheme of intron splicing and diagnostic sequence reads. (*A*) Pre-mRNA with diagnostic exon-intron reads (cyan). (*B*) First transesterification reaction: lariat intermediate with phosphodiester bond between 5′ splice donor (red) and branch-point adenine (A) along with upstream sequence (green). (*C*) Final splicing reaction: exons are ligated yielding mature mRNA with diagnostic exon-exon junction reads (purple), while the lariat is excised. (*D*) Intron 3′ tail removal and debranching. (*E*) Rapid degradation or further processing. (*F*) In *dbr1Δ* cells, lariats become stabilized and accumulate, resulting in enhanced intronic sequence reads (orange). The reverse transcriptase also reads through the 2′–5′ linkage (hatched blue arrow). (*G*) This reverse transcription produces unique lariat reads, where the sequence upstream of the branch point (green) precedes the 5′ segment of the intron (red). The enzyme often mutates the branch-point adenine to any other nucleotide as illustrated. The accumulation of lariat structures would inevitably result in the production of additional intronic reads (orange) that enhance intronic expression level.

There is a growing appreciation that introns exert a broad spectrum of cellular roles (Chorev and Carmel 2012). Functional RNAs can be transcribed within introns, including small nucleolar RNAs (snoRNAs) (Ooi et al. 1998), which depend on correct intron processing. Splicing plays critical roles in gene regulation (Wang et al. 2008; Cheng and Menees 2011) and augments proteome diversity via alternative splicing (exon skipping or intron retention) (Wang et al. 2008). Aberrant splicing is implicated in a wide range of human diseases (Cooper et al. 2009). Despite their importance, many introns await characterization; thus there is a need for methods to better define splicing events and intronic branch points on a genome-wide scale.

Introns contain sequence elements required for correct splicing, including splice donor and acceptor sites, the branch site (usually adenine as the branch-point base) (Padgett et al. 1985), polypyrimidine tracts, and intronic splicing enhancers or silencers (Yeo et al. 2007; Wang and Burge 2008). The branch-site is essential for spliceosome assembly and accurate removal of the intron. To date, only tens of branch-sites have been experimentally characterized (Kol et al. 2005; Gao et al. 2008), reflecting a lack of high-throughput methods to analyze them. Lariat detection is often based on RT-PCR that exploits the ability of the reverse transcriptase to read through the branch-site (Ohi et al. 2007). A recent study used RNA-seq data to identify unique lariat reads (Taggart et al. 2012), albeit only slightly more than 2000 such reads were identified among 1.6 billion total reads, allowing validation of 759 human introns. Another study has sequenced 2D-gel-purified lariats of fission yeast, leading to enhanced intron detection based on a laborious lariat-isolation protocol (Awan et al. 2013). Computational branch-site predictions, on the other hand, are based on pattern-search algorithms (Drabenstot et al. 2003) and can consider comparative genomics data (Kol et al. 2005). Predictions rely on assumptions about branch-point positions, so require a priori knowledge while lacking large, experimentally validated data.

Here we present a data-driven method that precisely locates branch points on a global scale. The algorithm LaSSO (Lariat Sequence Site Origin) builds a database of all possible lariat signatures from all known introns, including those that could be generated from all possible exon-skipping events. LaSSO considers every base in a given intron as a potential branch point. RNA-seq data are then searched against this lariat database to locate branch points that are supported by sequence reads. We validate our approach using fission yeast (*Schizosaccharomyces pombe*), which provides a powerful system for splicing studies. About 47% of its genes are spliced via conserved splicing signals and factors, including SR-like proteins implicated in alternative splicing and the debranching enzyme Dbr1 (Käufer and Potashkin 2000; Kim et al. 2000). Fission yeast cells lacking Dbr1 (*dbr1Δ* deletion mutant) are slow growing but viable (Nam et al. 1997), providing a straightforward genetic approach to enrich for lariats. We also show that LaSSO is effective in defining branch points in human introns, even in the presence of debranching activity.

## Results

### Transcript and intronic expression signatures in *dbr1Δ* cells

We sequenced the transcriptomes from both *dbr1Δ* and wild-type fission yeast during cell proliferation. 

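The wild type was strain ED668, an h+ strain with auxotrophic markers at ade6, ura4 and leu1, and the mutant was the dbr1Δ strain of the Bioneer deletion collection in the same background. From each strain, 2 cultures were grown separately in rich medium (YES) at 32 °C to 5600000 cells/mL. Of the total RNA, 4 µg was depleted of rRNA, fragmented to about 200 nt and made into strand-specific libraries with 15 PCR cycles. The 49-base reads were aligned with Bowtie by the authors to the genome (Ensembl build EF1) and to the exon-exon junctions, and reads that matched multiple loci were removed. The values given with the claims start from the authors' counts for 7022 transcripts and 5361 introns. A transcript's count is its reads, and an intron's count is its reads plus the reads across its 5′ exon-intron boundary. Total counts were 25169220 and 36062720 in wild-type replicates 1 and 2, and 24205354 and 19780858 in dbr1Δ replicates 1 and 2. Introns held 1.96% and 2.03% of the wild-type counts and 8.87% and 8.51% of the dbr1Δ counts. These shares include reads of snoRNAs and mitochondrial open reading frames inside introns, which are also counted as transcripts. In replicate 1, SPMIT.06, inside the cob1 intron, had 114834 counts in wild type and 178477 in dbr1Δ. All introns together had 494503 and 2145895. Such reads weighed more in wild type, so the share of the other intron reads rose by a larger factor.
Transcripts and introns were tested together with edgeR's quasi-likelihood test on TMM-normalized counts, among the 6401 transcripts and 3117 introns with at least 10 counts in at least 2 libraries. A locus was called increased or decreased at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2, the paper's cutoff. Changes are dbr1Δ over wild type, on the log2 scale, with the standard error of the fit. Levels are TMM-normalized CPM (counts scaled to a common library total), and their SDs are between the 2 cultures of a strain. An exact permutation of 2 cultures against 2 gives no two-sided p under 0.333, so the p-values rest on the spread that the model pools across loci. Intervals and limits from counts cover counting error only.
The deleted gene itself, dbr1 (SPAC17A5.02c, chromosome I, 1753774 to 1755715), had 1535 and 1799 counts in wild type and 207 and 164 counts in dbr1Δ. Its log2 fold change was -2.77 (standard error 0.12, adjusted p = 3.80e-07 from edgeR). The intron of dbr1 (int_1547) had 26 and 36 counts in wild type and 0 in both dbr1Δ libraries. The marker ura4, which carries a deletion in this background, had 1 count in dbr1Δ replicate 2 and 0 in the other libraries.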

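The stress gene hsp9 (SPAP8A3.04c) differed between the wild-type cultures, at 157 and 339 CPM, and stood at 842 and 869 CPM in the dbr1Δ cultures. The siderophore transporter gene str1 (SPBC4F6.09) differed too, at 102 and 247 CPM in the wild-type cultures. Over all 6401 tested transcripts, Pearson's r of log2 CPM was 0.996 between the wild-type libraries and 0.995 between the dbr1Δ libraries. Between a wild-type and a dbr1Δ library it was 0.968 to 0.970. The median absolute difference of a transcript on the log2 scale was 0.0873 within wild type and 0.110 within dbr1Δ, against 0.368 to 0.392 between the strains. For the 3117 tested introns r was 0.951 within wild type and 0.983 within dbr1Δ, and 0.561 to 0.604 between the strains. These correlations are across loci, which are not independent replicates.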

The expression data of transcripts, exons, and introns were highly reproducible between biologically repeated experiments (Supplemental Fig. 1). Global transcript levels were similar in wild-type and *dbr1Δ* cells (Fig. 2A). 

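The median log2 normalized count of the tested transcripts was 10.20 ± 0.0014 (SD, n = 2) in wild type and 10.00 ± 0.0037 (SD, n = 2) in dbr1Δ. The median log2 fold change of a transcript was -0.18 with scaling over transcripts and introns together, and -0.01 when the scaling was taken from transcripts alone. With the joint scaling, nuclear protein-coding transcripts had a median of -0.24 and noncoding RNAs a median of 0.30. With the scaling from transcripts the medians were -0.07 and 0.47. Among abundant transcripts, adh1 (SPCC13B11.01) stood at 6558 ± 337 CPM in wild type and 8739 ± 161 CPM in dbr1Δ (SD, n = 2 each). The marker gene leu1 (SPBC1A4.02c) had a log2 fold change of 0.09 (standard error 0.08, adjusted p = 0.355 from edgeR). The marker gene ade6 (SPCC1322.13) had a log2 fold change of -0.05 (standard error 0.07, adjusted p = 0.575 from edgeR), which became 0.12 with the scaling from transcripts.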

Relative to wild-type transcript levels, 347 and 233 transcripts were significantly increased and decreased, respectively, in *dbr1Δ* cells (Fig. 2B; Supplemental Table 1). 

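Among the protein-coding genes with the largest increases, ddr48 (SPAC23H3.15c) stood at 6.19 ± 1.8 CPM in wild type and 72.0 ± 5.9 CPM in dbr1Δ (SD, n = 2 each). Its log2 fold change was 3.51 (standard error 0.17, adjusted p = 5.77e-07 from edgeR). The 3-hydroxyacyl-CoA dehydrogenase gene SPAC4H3.08 rose by 3.32 on the log2 scale (standard error 0.12) and meu27 (SPCC1259.14c) by 3.26 (standard error 0.19). The counts of SPAC186.02c were 0 in wild type and 10 in each dbr1Δ library, at least 8.95-fold higher against a limit of 3 counts over the wild-type libraries together. With 3 wild-type counts in all, SPAPB1A11.02 had a ratio of 32.7 (95% counting interval 10.7 to 162). The largest decrease of a protein-coding gene was that of gnr1 (SPCC1020.09), a heterotrimeric G protein beta subunit, at 11.3 ± 0.24 CPM in wild type and 1.37 ± 0.37 CPM in dbr1Δ (SD, n = 2 each). Its log2 fold change was -3.01 (standard error 0.20, adjusted p = 5.38e-06 from edgeR). The transcription factor gene grt1 (SPBPB8B6.04c, chromosome II, 47369 to 51220) fell by 2.76 (standard error 0.15) and the GTPase gene guf1 (SPAC1B3.04c) by 2.18 (standard error 0.12).
In all, 428 transcripts were increased and 180 decreased, of 6401 tested. Nuclear protein-coding transcripts made up 134 of the increased and 113 of the decreased transcripts. DESeq2 called 390 increased and 182 decreased. With the scaling from transcripts alone the counts were 535 increased and 91 decreased, and these held all 428 of the increased and 91 of the decreased transcripts above. Increased transcripts were thus 70.4% of the calls with the joint scaling and 85.5% with the scaling from transcripts.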

Notably, ∼57% of the increased transcripts were noncoding RNAs. 

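The noncoding RNA SPNCRNA.978 (chromosome I, 4326026 to 4326614) stood at 2.35 ± 0.28 CPM in wild type and 86.6 ± 10.1 CPM in dbr1Δ (SD, n = 2 each), a log2 fold change of 5.22 (standard error 0.13, adjusted p = 1.19e-08 from edgeR). SPNCRNA.521 (chromosome III, 2364166 to 2364826) rose by 4.57 (standard error 0.14) and SPNCRNA.71, a meiotic and stationary-phase RNA, by 5.85 (standard error 0.34) from 2 and 4 counts in wild type to 169 and 103 counts in dbr1Δ. Of the 5 noncoding RNAs with the largest falls, SPNCRNA.1042 (chromosome I, 5009787 to 5011504) was the most abundant, at 2262 ± 207 CPM in wild type and 502 ± 18.3 CPM in dbr1Δ (SD, n = 2 each), a log2 fold change of -2.17 (standard error 0.09, adjusted p = 2.70e-07 from edgeR).
Noncoding RNAs were 253 of the 428 increased transcripts, or 59.1%, against 19.5% of the transcripts tested (Fisher's exact test, two-sided, p = 3.60e-79, taken over transcripts, which are not independent replicates). Of 1250 noncoding RNAs tested, 39 were decreased. At an adjusted p under 0.05 without a fold change cutoff, 430 were higher and 177 lower (409 higher and 158 lower when adjusted over the list alone). The scaling from transcripts gave 19 decreased, and 528 higher and 107 lower. As a set they ranked above the other transcripts (camera with a preset correlation of 0.01, adjusted p = 1.33e-15, and adjusted p = 0.369 with an estimated correlation).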

The remaining increased transcripts were enriched for Gene Ontology (GO) terms related to mitochondrial translation such as tRNAs (Supplemental Table 2). 

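Among the classes of transcripts, mitochondrial tRNAs had the largest share of increased members, 21 of 25 with edgeR and 20 of 25 with DESeq2. The mitochondrial tRNA gene for tyrosine (SPMITTRNATYR.01, mitochondrial genome, 17257 to 17342) stood at 41.9 ± 8.6 CPM in wild type and 219 ± 4.7 CPM in dbr1Δ (SD, n = 2 each), a log2 fold change of 2.39 (standard error 0.13, adjusted p = 1.38e-06 from edgeR). That for alanine (SPMITTRNAALA.01) rose by 1.63 (standard error 0.08, adjusted p = 1.05e-06 from edgeR). For aspartate (SPMITTRNAASP.01) the dbr1Δ cultures differed widely, at 5986 and 14825 CPM, both above the wild-type values of 2142 and 2114 CPM. The 25 tRNAs together held 1.09% and 1.07% of the wild-type counts and 2.61% and 4.23% of the dbr1Δ counts. Without dbr1Δ replicate 2, the library with the higher share, 16 of them were increased. In that setting SPMITTRNACYS.01, which did not pass the cutoff, went from a log2 fold change of 0.55 to -0.04.
As a set they ranked above the other transcripts (camera, adjusted p = 1.60e-11, and adjusted p = 0.467 with an estimated correlation). At an adjusted p under 0.05 from edgeR, 24 of 25 were higher (24 of 25 when adjusted over the list alone, 21 of 25 with DESeq2). Of the 56 nuclear tRNA genes tested, 9 were increased and 11 decreased, with a median log2 fold change of -0.25 and a mean of -0.13, while the scaling from transcripts gave 12 increased and 7 decreased. Camera placed the nuclear tRNAs upward (adjusted p = 0.234, 0.882 with an estimated correlation), so median and test differ in sign. Of 62 nuclear genes listed for proteins of the mitochondrial ribosome, 30 were lower and 0 higher at an adjusted p under 0.05 from edgeR (30 and 0 when adjusted over the list alone), while 28 were lower and 0 higher with DESeq2 and 31 lower and 3 higher at an unadjusted p under 0.05 from edgeR. With the scaling from transcripts 18 were lower and 9 higher. At an adjusted p under 0.05 from edgeR with the joint scaling, 2726 of all 6401 tested transcripts were lower and 1140 higher. The 30 of 62 in this list is thus close to the share over all transcripts. The list includes mrp1 (SPNCRNA.82), a noncoding RNA caught by its symbol.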

Even under the strict cutoff applied, 50% of all mitochondrial genes were induced (19/38; *P* < 1.4 × 10^−15^, hypergeometric test), including genes embedded within the group-II, self-spliced *cox1 and cob1* introns (Merlos-Lange et al. 1987). 

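The open reading frames inside the cox1 introns rose more than cox1 itself. SPMIT.02, in the intron at 5290 to 6499 of the mitochondrial genome, stood at 155 ± 6.3 CPM in wild type and 416 ± 37 CPM in dbr1Δ (SD, n = 2 each), a log2 fold change of 1.42 (standard error 0.09, adjusted p = 3.20e-06 from edgeR). SPMIT.03, in the intron at 6845 to 7925, had a log2 fold change of 1.34 (standard error 0.10, adjusted p = 9.50e-06 from edgeR). The host gene cox1 (SPMIT.01) had a log2 fold change of 0.66 (standard error 0.08, adjusted p = 1.74e-04 from edgeR). In cob1 (SPMIT.05), SPMIT.06 lies in the intron at 10857 to 13382. Its log2 fold change was 0.64 (standard error 0.08, adjusted p = 2.72e-04 from edgeR), under the fold change cutoff, and that of cob1 was 0.20 (standard error 0.07, adjusted p = 0.0451 from edgeR). The introns themselves changed by 1.38 (int_5359) and 1.16 (int_5360) in cox1 and by 0.64 (int_5361) in cob1. They hold SPMIT.02, SPMIT.03 and SPMIT.06, which fill most of their length. Values of introns and open reading frames therefore share reads and are not independent.
Of the 38 mitochondrial genes, 25 were increased (Fisher's exact test, two-sided, against the other tested transcripts, p = 5.24e-21, over genes, which are not independent replicates). They were 21 tRNA genes and the protein genes SPMIT.02, SPMIT.03, SPMIT.08 and SPMIT.09. Without dbr1Δ replicate 2 the number was 20. At an adjusted p under 0.05 from edgeR, 35 of the 38 were higher (35 when adjusted over the list alone, 31 with DESeq2). The mitochondrial genome as a set ranked above the other transcripts (camera, adjusted p = 2.09e-14, and adjusted p = 0.467 with an estimated correlation). The set of mitochondrially encoded proteins outside introns had 8 of 8 members higher at an adjusted p under 0.05 from edgeR (8 when adjusted over the list alone, 7 with DESeq2). Its camera adjusted p was 9.70e-06 (adjusted p = 0.369 with an estimated correlation). For cob1, a member of that set, the authors' deposited log2 fold change is 0.13 (adjusted p = 0.343 from the authors' DESeq). Of the mitochondrial rRNAs, a kind of RNA that the libraries were depleted of, SPRRNA.01 had 923 and 1443 counts in wild type and 130 and 334 counts in dbr1Δ.

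**Figure D1:**
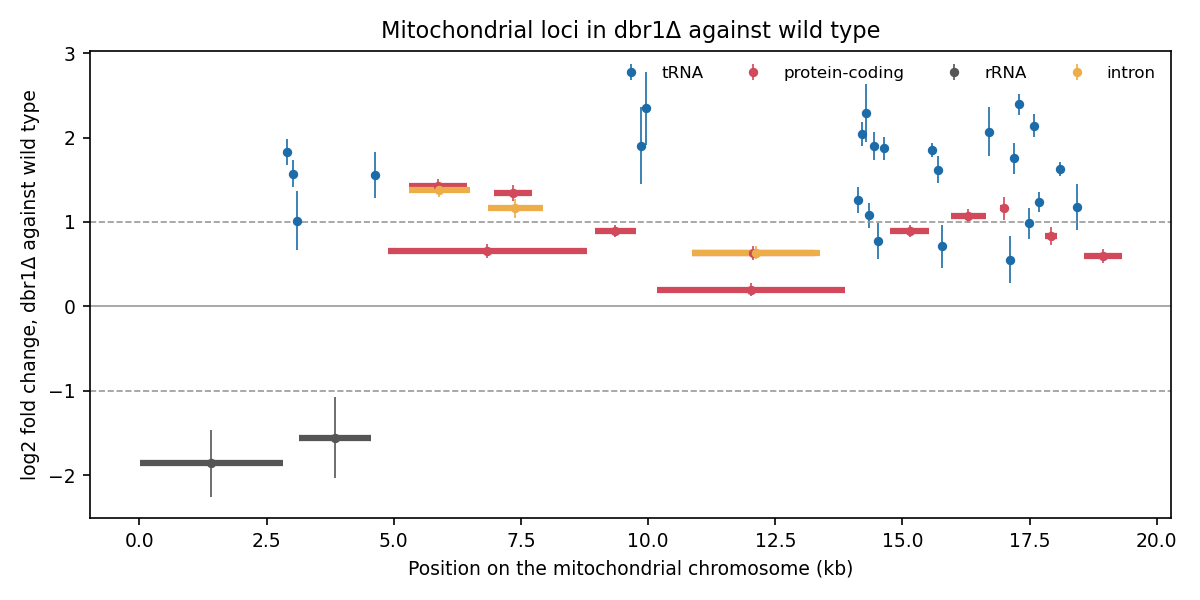
Log2 fold change (dbr1Δ over wild type, n = 2 cultures each) of the transcripts and introns of the mitochondrial genome against their position in kb. Bars are standard errors of the edgeR fit and dashed lines mark a fold change of 2. SPMIT.02 and SPMIT.03 lie above the upper line at 1.42 and 1.34, and cox1 lies below it at 0.66.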

The corresponding lariat intermediates increased in *dbr1Δ* cells and were validated by lariat-specific RT-PCR, showing that these self-spliced introns also depend on Dbr1 in vivo (Supplemental Note 1). 

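The snoRNA snoU24 (SPSNORNA.18) lies in an intron of spt20 (chromosome I, 5369640 to 5369686). It stood at 345 ± 4.6 CPM in wild type and 26.5 ± 7.5 CPM in dbr1Δ (SD, n = 2 each), a log2 fold change of -3.71 (standard error 0.17, adjusted p = 4.22e-07 from edgeR). In an intron of ade4, snoR58 fell by 2.34 (standard error 0.10), snoZ15 in pfd1 by 2.20 (standard error 0.08), snoR38 in SPAC29A4.02c by 2.02 (standard error 0.08) and snoR39b by 1.57 (standard error 0.08). The last decreased one, snoR47, fell by 1.14 (standard error 0.16), and was under the cutoff at -0.97 with the scaling from transcripts and at -0.85 without wild-type replicate 2. The remaining 4 of the 10 snoRNAs inside annotated introns on the same strand did not pass the cutoff. They were snoU18 at -0.81, snoU24b at -0.44, snoR54 at -0.07 and snoR39a at 0.17, and snoR54 became 0.10 with the scaling from transcripts. Without the counts of the snoRNA, the introns that hold snoU18, snoU24b and snoR54 had log2 ratios of 2.02, 2.35 and 2.59. That of snoR39a had -0.68. Intron reads that cover a snoRNA count toward it, so where the intron rose a fall of the processed snoRNA may be hidden. This was not tested. The 6 of 10 compare with 180 of all 6401 transcripts (Fisher's exact test, two-sided, p = 8.71e-08).
Among the nucleolar factors, nop52 (SPBC9B6.07) stood at 90.4 ± 0.090 CPM in wild type and 34.0 ± 2.0 CPM in dbr1Δ (SD, n = 2 each), a log2 fold change of -1.41 (standard error 0.07, adjusted p = 1.13e-06 from edgeR). The gene nop4 fell by 1.46 (standard error 0.15) and rrp41 by 1.24 (standard error 0.08). Of 96 ribosome biogenesis genes, 89 were lower and 0 higher at an adjusted p under 0.05 from edgeR (89 and 0 when adjusted over the list alone), and 9 passed the fold change cutoff. DESeq2 gave 88 lower and 0 higher, and the unadjusted p from edgeR 89 lower and 0 higher. With the scaling from transcripts 83 were lower and 1 higher. The list ranked below the other transcripts (camera, adjusted p = 6.04e-12, and adjusted p = 0.467 with an estimated correlation). Of 135 cytosolic ribosomal protein genes, 106 were lower and 0 higher at that threshold (106 and 0 when adjusted over the list alone). DESeq2 gave 107 lower and 0 higher, and the unadjusted p from edgeR 108 lower and 1 higher. With the scaling from transcripts 74 were lower and 7 higher. Camera gave an adjusted p of 1.59e-06 with the joint scaling (0.571 with an estimated correlation) and 7.25e-07 with the scaling from transcripts. The ribosomal protein gene rpl502 had a log2 fold change of -1.18 (standard error 0.13, adjusted p = 1.10e-04 from edgeR), and it fell by 0.99 without dbr1Δ replicate 1. Of 33 translation factor genes, 23 were lower and 1 higher (the same numbers when adjusted over the list alone), among them tif52 with a log2 fold change of -0.88 (standard error 0.07). With the scaling from transcripts 15 were lower and 3 higher. For this list camera gave an adjusted p of 0.0149 with the joint scaling (0.467 with an estimated correlation) and 0.0218 with the scaling from transcripts. Over all 6401 tested transcripts, 2726 were lower and 1140 higher at an adjusted p under 0.05 from edgeR with the joint scaling.

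**Figure D2:**
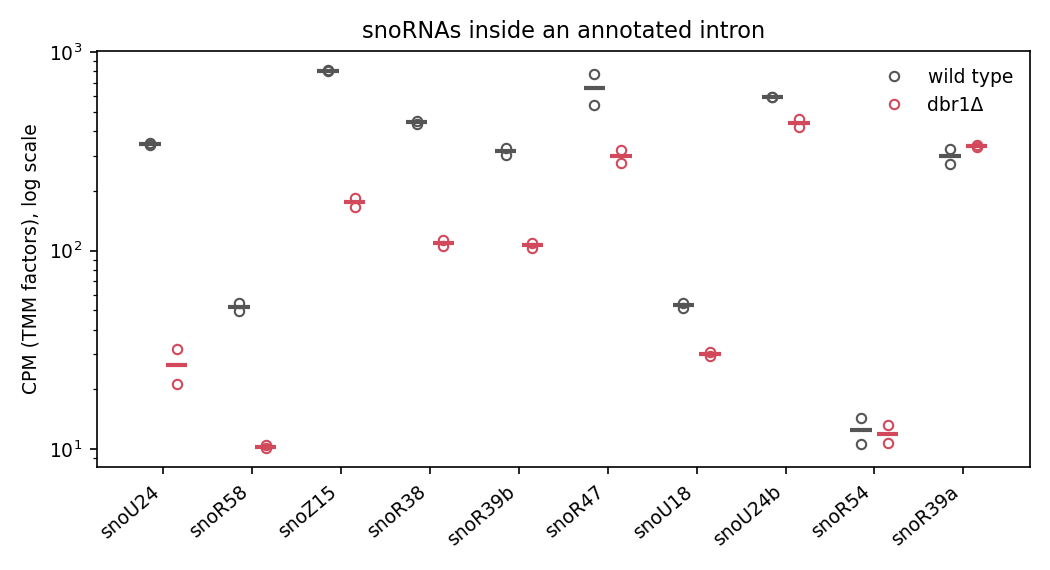
Levels of the 10 intron-embedded snoRNAs in CPM on a log axis. Points are the 2 cultures of each strain and lines are their means. The points of snoU24 lie at 342 and 348 CPM in wild type and at 21.2 and 31.9 CPM in dbr1Δ.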

The decreased transcripts were enriched for GO categories related to ribosome biogenesis (Supplemental Table 2), including most intron-embedded snoRNAs (6/10; *P* < 2.4 × 10^−7^, hypergeometric test). Intronic snoRNAs are known to depend on Dbr1 for processing in budding yeast (Ooi et al. 1998). These data raise the possibility that protein translation is compromised in the absence of Dbr1. We therefore examined translational profiles in *dbr1Δ* cells. The polysome-to-monosome (P/M) ratio was significantly higher in *dbr1Δ* (1.83) compared to wild type (1.14) (Supplemental Fig. 2). This difference could reflect more efficient translational initiation or compromised translational elongation in *dbr1Δ* cells, either of which would lead to increased ribosomal occupancy along transcripts. Differences in translational initiation are expected to be reflected in different phosphorylation levels of S6 and eIF2α proteins (Lackner and Bähler 2008). However, no such differences were evident between *dbr1Δ* and wild type (Supplemental Fig. 2). Taken together, these findings suggest that translation is compromised in the absence of Dbr1, most likely at the level of elongation.

**Figure 2.**
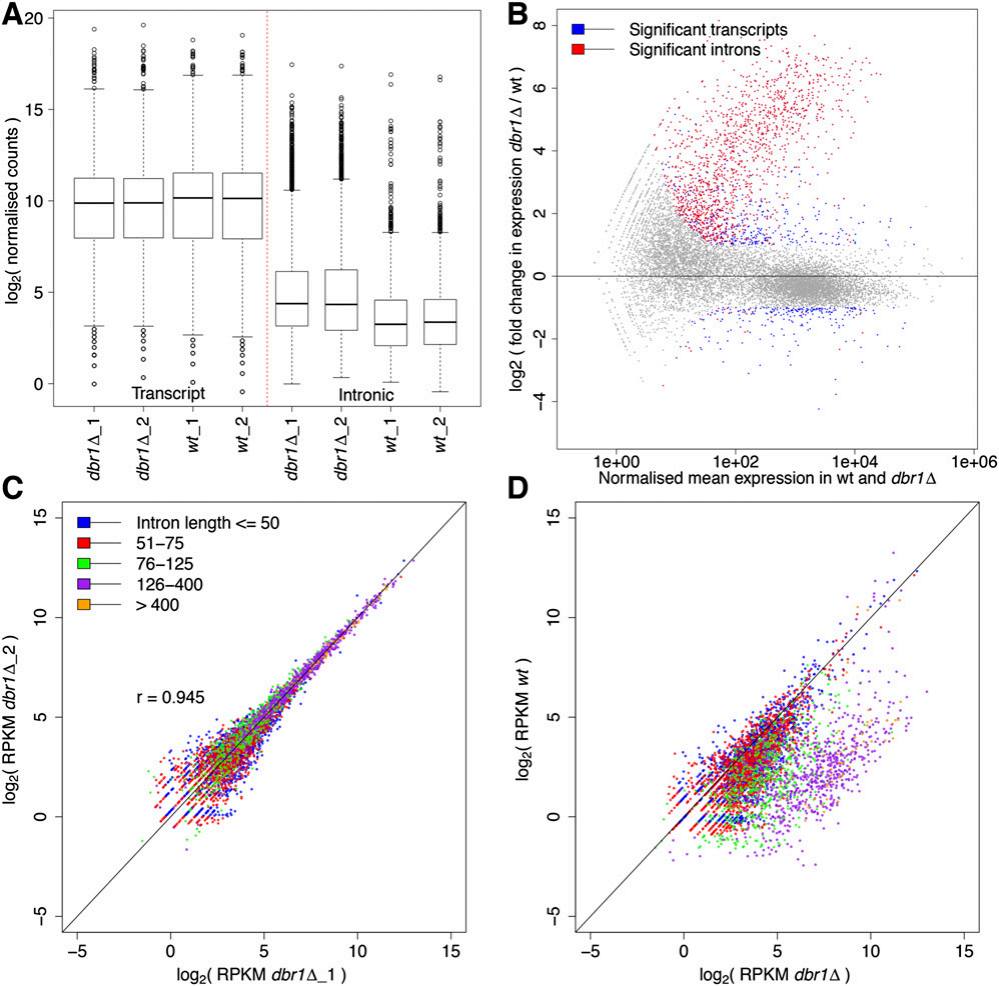
Increased, length-biased intronic expression in *dbr1Δ* cells. (*A*) Box plot showing transcript and intronic expression in *dbr1Δ* and wild-type cells. Intronic expression is significantly higher in *dbr1Δ* (*P* < 2.2 × 10^−16^, Wilcoxon rank sum test). (*B*) MA plot showing differentially expressed introns (red) and transcripts (blue) (DESeq; adjusted *P* < 0.05 and absolute fold change > 2). (*X*-axis) Mean of normalized counts. (*C*) Reproducibility of intronic expression between *dbr1Δ* biological replicates (each dot represents one of 5361 introns; [r] Pearson’s correlation coefficient). Introns were binned according to length as indicated in color legend. (*D*) Comparison of intronic expression between *dbr1Δ* and wild type with introns binned as in *C*. Only one comparison is shown; the other biological replicates produced the same trends. The higher intronic expression in *dbr1Δ* cells shows a strong length bias (*P* < 2.2 × 10^−16^, Wilcoxon rank sum test).

In contrast to most transcripts, intronic expression in *dbr1Δ* was increased compared to wild type (Fig. 2A). 

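The median log2 normalized count of the tested introns was 4.07 ± 0.024 (SD, n = 2) in wild type and 5.34 ± 0.021 (SD, n = 2) in dbr1Δ. The median difference of an intron between the strains was 1.21, larger than the spread between cultures. With the scaling from transcripts alone it was 1.37. The median fitted log2 fold change of an intron was 1.24, against the small negative median of the transcripts. At a count above 0, 4641 and 4898 introns were detected in the wild-type libraries, and 5046 and 4940 in the dbr1Δ libraries.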

Relative to wild-type intron levels, ∼25% of the introns were significantly increased in *dbr1Δ* under a stringent cutoff (1399/5361) (Supplemental Tables 1, 2), while only 27 introns were decreased (Fig. 2B). 

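The intron of dfr1 (int_4743, chromosome III, 1855503 to 1855704) had 24 and 22 counts in wild type and 4186 and 3437 counts in dbr1Δ. Its log2 fold change was 7.79 (standard error 0.14, adjusted p = 2.28e-09 from edgeR). It opens with GTAAGTGTAG and ends with GAATTGTTTATTAACTCGTGTCCTATGTAG. The intron of vps68 (int_3647, chromosome II, 1361511 to 1361663) had 3 and 9 counts in wild type and 1132 and 1050 counts in dbr1Δ, a log2 fold change of 7.91 (standard error 0.22, adjusted p = 2.02e-08 from edgeR). It opens with GTAAGTTTAT and ends with TTGCTTTCTCTTTAGCTAACCTGATTTTAG. An intron of dis1 (int_4443) rose by 7.65 (standard error 0.21). With 0 counts in both wild-type libraries, an intron of vps4 (int_173) was at least 58.1-fold higher in dbr1Δ and one of SPBC609.01 (int_3049) at least 56.8-fold, against a limit of 3 counts over the wild-type libraries together. An intron of wtf23 (int_4801), a member of the multigene wtf family, was at least 53.7-fold higher on the same basis. Among the introns that fell, that of spt20 (int_2345), which holds snoU24, went from 8714 and 12700 counts to 1736 and 1540 counts, a log2 fold change of -2.27 (standard error 0.08, adjusted p = 1.15e-07 from edgeR). This fall is that of the snoRNA: without the counts of snoU24, the intron went from 252 and 371 counts to 1203 and 912 counts. An intron of prp39 (int_3160) fell by 2.23 (standard error 0.39).
Of 3117 tested introns, 1651 were increased and 41 decreased, so that 30.8% of all 5361 annotated introns were increased. DESeq2 called 1426 increased and 23 decreased, and the scaling from transcripts gave 1780 increased and 24 decreased. Of the 41 decreased introns, 3 hold a snoRNA and 23 are no longer than 50 bases. Without the counts of the snoRNA, those 3 introns had log2 ratios of 2.19 (int_2345), 4.74 (int_3716) and 0.27 (int_4188). For 40 of them the host transcript was tested, and 33 of these hosts were lower at an adjusted p under 0.05 from edgeR.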

While intronic expression was highly reproducible between the biologically repeated *dbr1Δ* experiments (Fig. 2C), many introns showed a pronounced shift toward higher expression in *dbr1Δ* compared to wild type (Fig. 2D). 

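Between the dbr1Δ libraries, Pearson's r of log2(RPKM + 1e-05), the paper's scale, was 0.730 over all 5361 introns and Spearman's rho was 0.930. For wild type r was 0.630 and rho 0.890. On this scale an intron at 0 reads sits far below the others, and over the 4364 introns above 0 in all 4 libraries r was 0.945 for dbr1Δ and 0.902 for wild type. Introns are not independent replicates, and no p is attached to these correlations. The median absolute difference of a tested intron on the log2 scale was 0.26 between the dbr1Δ libraries and 0.30 between the wild-type libraries. Between a wild-type and a dbr1Δ library it was 1.1 to 1.3.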

Notably, this increased intronic expression was heavily biased for long introns, with the longest introns showing the greatest extent of increase (Fig. 2D; Supplemental Fig. 3). This bias could reflect floating intron lariats, i.e., the detached lariats that accumulate in the absence of Dbr1 (Fig. 1C), and/or lariat structures still bound to their downstream exons due to inefficient splicing (Hilleren and Parker 2003). 

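Of the 57 introns over 400 bases, 50 were increased, with a median log2 fold change of 5.48. Of 699 tested introns in the fourth of the paper's 5 length bins (up to 400 bases), 658 were increased (94.1%), with a median of 4.82. The median was 2.28 for 625 introns in the third bin (from 76 bases), of which 75.4% were increased. It was 0.60 for 896 introns of 51 to 75 bases (30.9% increased) and 0.51 for 840 introns of up to 50 bases (23.2% increased). Across the 3117 tested introns, Spearman's rho of length and log2 fold change was 0.672, with introns as the units and not as independent replicates. Each dbr1Δ library alone, against the mean of wild type, gave 0.679 and 0.685. Coverage rose with length as well: the median of the mean counts per intron was 18 for introns of up to 50 bases and 303 in the fourth bin. After subtraction of the change of the host transcript, rho was 0.675 over 3115 introns.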

In either case, the bias originates mainly from long introns that contribute disproportionately to intronic signals (Fig. 1F). Lariats from long introns are expected to be enriched for technical reasons: 93% of the *S. pombe* introns are shorter than the average insert size used for sequencing (∼200 bases), and ∼36% of the introns are even smaller than the 49-bp read length used. Thus, lariats from short introns were not as efficiently recovered as those from long introns (Fig. 5D, see below).

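In the annotation used by the authors, 5009 of 5361 introns (93.4%) are shorter than 200 bases. At the read length of 49 bases, 1935 introns (36.1%) are that long or shorter, and 1760 (32.8%) are shorter. The median intron is 56 bases long. Of the 341 tested introns of 200 bases or more, 318 were increased. Among the 2776 tested introns under 200 bases, 1333 were increased. Of 779 tested introns of 49 bases or fewer, 180 were increased, on counts that include the reads across the 5′ boundary.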

To assess differential intronic expression independently of lariats, we analyzed the splicing efficiency (SE). SE is determined using diagnostic exon-intron (Fig. 1A) and exon-exon junction (Fig. 1C) reads that only originate from pre-mRNAs and mRNAs, respectively. 

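The authors counted, for each intron and library, the exon-exon junction reads (JR) and the reads across the 5′ exon-intron boundary (EI), and gave SE as log2 of (JR + 1)/(EI + 1). The JR counts were recovered from SE and EI and were whole numbers within 0.01 at all 21444 values of an intron in a library. Over all introns there were 563173 and 782538 JR in wild-type replicates 1 and 2, and 450828 and 412109 in dbr1Δ replicates 1 and 2. EI reads were fewer, at 17364 and 26118 in wild type and 34598 and 26938 in dbr1Δ. An intron was tested for a change of SE with the Cochran-Mantel-Haenszel (CMH) test, as in the paper, with the replicate number as stratum and Benjamini-Hochberg adjusted p-values in place of Q-values. The replicate numbers do not pair the cultures, so the strata were also crossed. The CMH test treats reads as independent and takes no spread between cultures into account. An edgeR test of the interaction of read class and strain, which does, was run beside it. An intron was tested where the reads allowed it, which left 4369 of 5361 introns.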

SE was highly reproducible between biological replicates for both *dbr1Δ* and wild type (Fig. 3A,B). 

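For the rpl2502 intron (int_2939, chromosome II, 2690929 to 2691196), SE was 8.43 and 8.47 in the wild-type cultures and 3.65 and 4.26 in the dbr1Δ cultures. Over all 5361 introns, Pearson's r of SE was 0.862 between the dbr1Δ libraries and 0.895 between the wild-type libraries. Spearman's rho was 0.844 and 0.888. Over the 1775 introns with at least 10 EI and 10 JR summed over the libraries, r was 0.879 for dbr1Δ and 0.885 for wild type. The units are introns, which are not independent replicates. Introns without an EI read were 50.3% and 38.4% in wild-type replicates 1 and 2, and 28.8% and 36.1% in dbr1Δ replicates 1 and 2.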

The overall SE was notably lower in *dbr1Δ* compared to wild type (Fig. 3C). Moreover, there was a pronounced shift for many introns toward lower SE in *dbr1Δ* (Fig. 3D). 

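The median log2 SE of all 5361 introns was 3.32 and 3.52 in the wild-type cultures and 2.46 and 2.32 in the dbr1Δ cultures. The mean of these medians was lower by 1.03 on the log2 scale in dbr1Δ (change -1.03), against SDs of 0.143 within wild type and 0.0972 within dbr1Δ (n = 2 each). Over the 1775 introns with at least 10 reads of each kind the change was -1.48. This minimum sums reads over all libraries, so it favors introns whose EI reads rose in dbr1Δ. The 2 kinds of reads moved unequally. In CPM of the library total, EI reads stood at 690 and 724 in wild type and 1429 and 1362 in dbr1Δ. JR stood at 22375 and 21699 in wild type and 18625 and 20834 in dbr1Δ. An intron of 7 bases in a nuclear tRNA-Met gene (int_3699) made up a large part of these JR. It had 43902 and 57531 JR in wild type and 67184 and 98977 in dbr1Δ, so JR of the other introns fell further. The ratio of JR to EI over all introns, int_3699 included, was 32.4 and 30.0 in wild type and 13.0 and 15.3 in dbr1Δ.

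**Figure D3:**
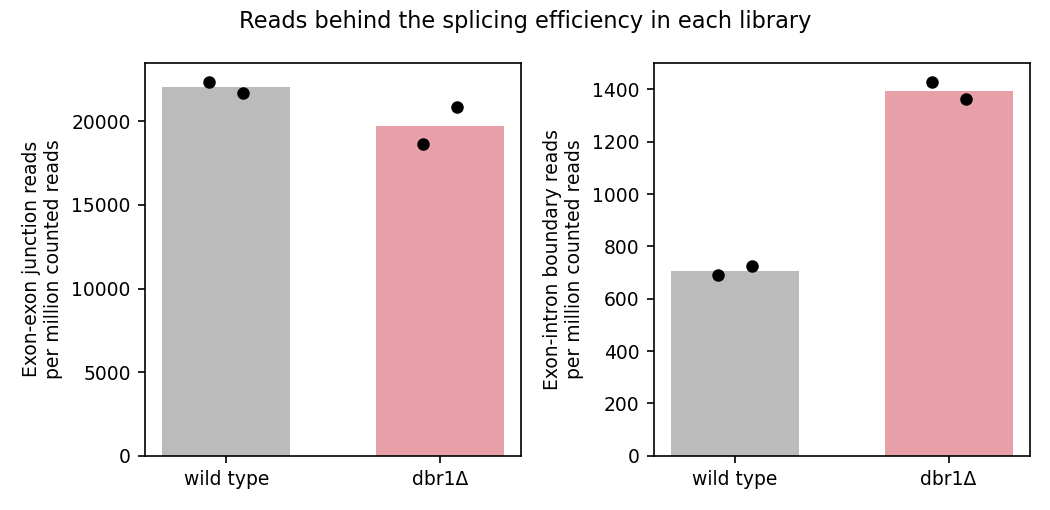
Exon-exon junction reads and exon-intron boundary reads over all introns, those of tRNA genes included, in CPM of each library's total. Bars are means of the 2 cultures of a strain and points are the cultures. The boundary reads lie at 690 and 724 CPM in wild type and at 1429 and 1362 CPM in dbr1Δ.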

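The strongest fall was in an intron of alp41 (int_121, chromosome I, 697569 to 697620), a tubulin folding factor. It had 18 and 14 JR in wild type and 0 in both dbr1Δ libraries, while EI went from 1 and 8 reads to 61 and 68 reads (adjusted p = 3.98e-13 from the edgeR interaction test). The same gene's introns int_119 and int_120 had changes of log2 SE of -2.04 and -2.09 on few reads (0 to 4 EI per library), with adjusted p-values of 0.512 and 0.687 from the same edgeR test. Its introns int_122, int_123 and int_124 had changes of -0.11, -1.87 and 0.06. For pik1 (int_2296), JR went from 41 and 62 to 15 and 15, and EI from 0 in both wild-type libraries to 32 and 17. The intron of rpl2502 had 7911 and 7470 JR with 22 and 20 EI in wild type, and 3908 and 4191 JR with 310 and 218 EI in dbr1Δ (adjusted p = 5.76e-36 from the edgeR interaction test). In rpl3801 (int_2485) JR went from 834 and 1317 to 549 and 526, and EI from 0 and 3 to 97 and 59. These introns were picked as those with the largest falls after the values were seen.
Of 4369 tested introns, 739 had lower SE and 5 had higher SE at a CMH adjusted p under 0.05, in 623 host genes for the lower ones. Of the 739, 738 were lower in both replicates and 652 were more than 2-fold lower in both. Crossing the strata gave 717 lower and 4 higher. With a single stratum, where fewer reads enter, fewer introns were called lower, and the cause of the drop was not tested. The edgeR interaction test called 492 of 3468 introns lower and 4 higher, and 484 of the 492 were among the 739. Of the introns with higher SE, int_3617, int_3699 and int_3661 lie in nuclear tRNA genes and int_2390 lies in gnd1.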

Unlike intronic expression based on DESeq (Fig. 2D), this lowered SE showed no bias toward long introns (Fig. 3E; Supplemental Fig. 4). 

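Among introns with at least 10 EI and 10 JR, the median change of log2 SE was -1.47 for introns of up to 50 bases (n = 609) and -1.54 for those of 51 to 75 bases (n = 540). It was -1.45 in the third length bin (from 76 bases, n = 258) and -1.43 in the fourth (up to 400 bases, n = 333). For the 35 introns over 400 bases it was -1.03. Across the 5 bins from short to long, SE was called lower for 35.6%, 40.4%, 39.1%, 39.3% and 31.4% of these introns. Among all introns tested for SE, without this minimum of reads, the share called (5 introns with higher SE included) rose with length, from 15.0% to 17.0%, 17.3%, 21.4% and 26.0%. Spearman's rho of length and change of SE was 0.0221 over the 1775 introns. Over all 5361 introns rho was -0.0670, so that longer introns fell slightly more. From the lack of a bias toward long introns in SE, beside the bias in intronic expression, the paper proposes that lariats of long introns, whose signal only the intronic expression includes, led to that bias.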

As only the DESeq-based analysis includes signals from floating lariats and/or from lariats still bound to their downstream exons, this finding further supports the interpretation above that lariats from long introns led to the bias in intronic expression. 

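Of the 2840 introns tested both for expression and for SE, 1509 were increased and 688 had lower SE in dbr1Δ. They shared 418 introns, against 366 by chance (odds ratio 1.51, Fisher's exact test, two-sided, p = 4.01e-06). Introns are not independent replicates, and EI reads enter both measures. At an adjusted p under 0.05 alone, without a fold change cutoff, 475 introns were shared, against 396 by chance (Fisher's exact test, two-sided, p = 1.56e-12). The overlap differed with intron length. Among introns of up to 50 bases, 90 were shared against 49.7 by chance (odds ratio 3.8), and among those of 51 to 75 bases 108 against 69.2 (odds ratio 2.9). In the third length bin (from 76 bases), 85 were shared against 84.8 by chance. In the fourth (up to 400 bases), where 95.2% of the introns were increased, 127 were shared against 129 by chance. Among 50 introns over 400 bases the number was 8 against 10.6 by chance (Fisher's exact test, two-sided, p = 0.0239, odds ratio 0.111).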

The introns showing increased abundance based on DESeq strongly overlapped with those showing decreased SE in *dbr1Δ* cells (Fig. 3F,G; Supplemental Table 2). Thus, there was good agreement between the two methods, despite the DESeq analysis being “contaminated” with lariat reads. Notably, these results together indicate that lariat accumulation and compromised intron turnover in the absence of Dbr1 negatively affects the splicing efficiency of hundreds of introns.

**Figure 3.**
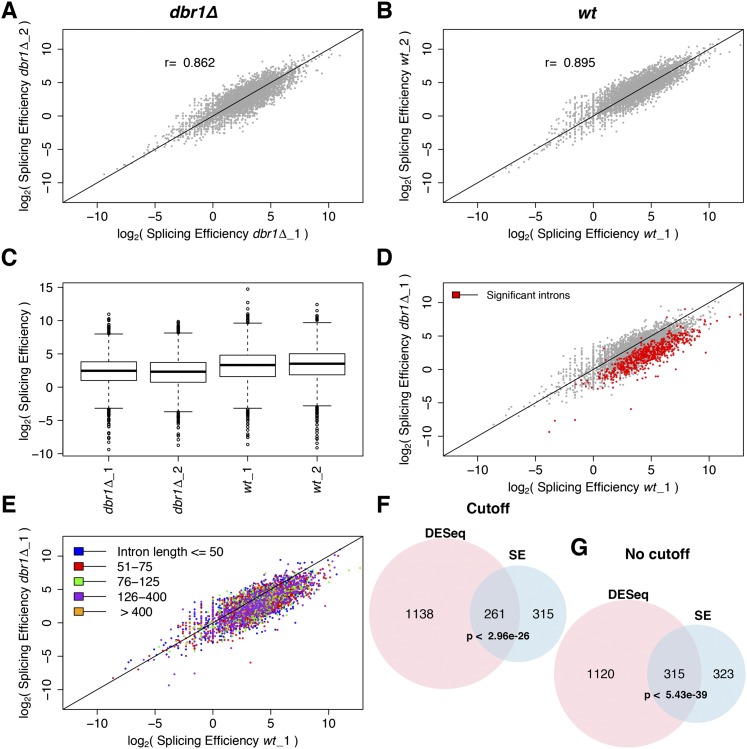
Splicing efficiency is decreased in *dbr1Δ* cells. (*A*,*B*) Correlation of splicing efficiency (SE) between biological replicates in *dbr1Δ* (*A*) and wild type (*B*). Each dot represents one of 5361 introns; (r) Pearson’s correlation coefficient. (*C*) Box plot showing SE in *dbr1Δ* and wild-type cells (*P* < 2.2 × 10^−16^, Wilcoxon rank sum test). (*D*) Comparison of SE between *dbr1Δ* and wild type. (Red) 638 introns showing significant changes in SE (CMH test; *Q* < 0.05). (*E*) As in *D* but with introns binned according to their size as indicated in color legend. (*F*,*G*) Overlap between introns with lower SE and introns with higher expression (DESeq), both with and without fold-change cutoff. The indicated *P*-values for overlaps are based on a hypergeometric test.

### Generation of lariat databases by LaSSO

We developed the LaSSO algorithm to identify diagnostic lariat reads from RNA-seq data. LaSSO considers each base in a given intronic sequence as a potential branch point and builds all possible lariat structures accordingly, including all theoretically possible exon-skipping events within the corresponding transcript (Fig. 4A,B; Supplemental Fig. 5). The algorithm reflects the ability of the reverse transcriptase to read through the 2′–5′ phosphodiester bond (Ohi et al. 2007; Gao et al. 2008), which results in unique cDNA products that join together two separate intronic segments in reverse order (Fig. 1F,G; Gao et al. 2008; Taggart et al. 2012): the 5′ region upstream of the branch point, which precedes the 5′ end of the intron. Moreover, the reverse transcriptase often mutates the branch-point base from adenine to any other nucleotide (Figs. 1G, 4B; Gao et al. 2008; Taggart et al. 2012; Awan et al. 2013).

**Figure 4.**
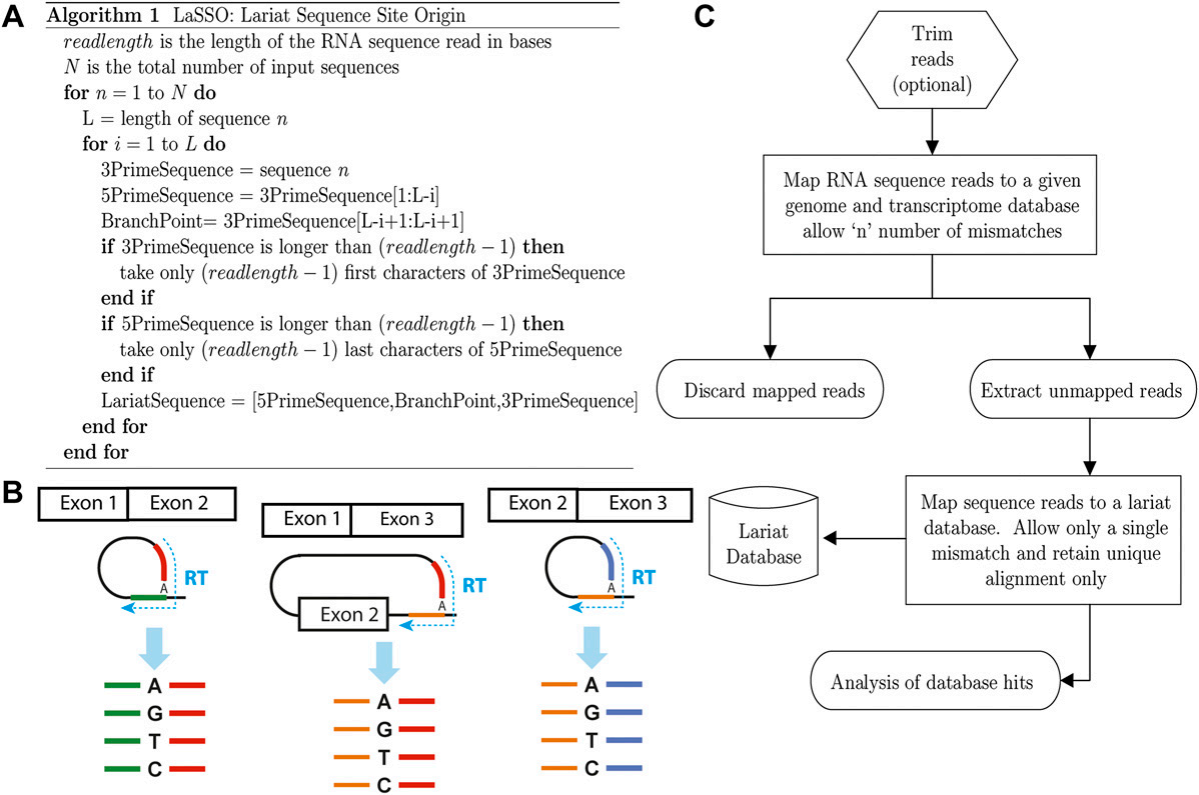
LaSSO (Lariat Sequence Site Origin), an algorithm to build a lariat database along with workflow to identify lariat reads from RNA-seq data. (*A*) The algorithm pseudocode. LaSSO takes a given intron sequence of length “L” and uses the first “read length-1” bases of this intron as the 3′-lariat segment (if shorter, the whole sequence is used). To generate the 5′-lariat segments, accounting for all possible combinations of lariat structures, LaSSO iteratively produces all possible segments by selecting each base at a time as the putative branch point. LaSSO works from the 3′ end of the intronic sequence toward the 5′ end, until it reaches the first intronic base. LaSSO takes only the last read length-1 bases of the 5′-lariat segment (if shorter, the whole sequence is used again). LaSSO then concatenates the 5′ segment, the branch point, and the 3′ segment of the lariat sequence, yielding a diagnostic lariat signature. To generate all possible exon-skipping lariat sequences for a given transcript, the input sequence and algorithm were slightly altered. Briefly, considering a gene with two introns and three exons, only a single skipping event can occur. Therefore, the input sequence is the upstream intron with the downstream intron attached to its 3′ end. To avoid database redundancy, the algorithm iterates L times, where L only refers to the length of the downstream intron, not the combined introns. Thus, the 5′ segment of the skipping lariat sequence is generated from the downstream intron, while the 3′ segment of the skipping lariat always corresponds to the 5′ end of the upstream intron. For more than two introns, all possible skipping events are considered, i.e., S_n_ = (I−1) × I/2 (I: number of introns, S_n_: number of skipping events). (*B*) Scheme for all possible lariat signatures accounted for by LaSSO. Intron excision results in diagnostic cDNA products upon reverse transcription, where the sequence upstream of the branch point precedes the 5′ end of the intron (resulting in 5′- and 3′-lariat segments, respectively). (Green) 5′-lariat segment from upstream intron; (red) 3′-lariat segment from upstream intron; (orange) 5′-lariat segment from downstream intron; (blue) 3′-lariat segment from downstream intron. (*C*) Lariat detection workflow (see main text for details).

Figure 4C shows the analysis pipeline based on LaSSO. RNA-seq reads were first trimmed to remove any adaptor sequences. Given the small size of fission yeast introns relative to sequence-library insert size and read length, it is possible that some short inserts were contaminated by adaptor sequences and hence failed to align. The trimming may therefore enhance the identification of short lariats. The trimmed reads were then aligned to the *S. pombe* genome and transcriptome using Bowtie (Langmead et al. 2009), allowing three mismatches. The unmapped reads were extracted (Supplemental Table 3) and aligned to the lariat database; to account for the likely mutation at the branch point by the reverse transcriptase, LaSSO allows one mismatch (Figs. 1G, 4B). Reads aligning to the lariat database were then used for genome-wide mapping of branch points and lariat analyses.

### Characterization of lariats and branch-site sequence

We identified 108,683 diagnostic lariat reads that aligned to the *S. pombe* lariat database. As expected, *dbr1Δ* cells were highly enriched for these lariat reads compared to wild type (Fig. 5A). Despite this enrichment, lariat reads corresponded only to a small fraction of the mappable reads (Supplemental Table 3). Most lariat reads (∼99.8%) originated from within 1655 single introns, defining 5060 distinct lariats. These data indicate the presence of multiple branch points per intron. We ranked the branch points for each intron by the number of mapped lariat reads and defined the one supported by the highest read number as the primary branch point. We then aligned all other branch points relative to the primary branch point, highlighting the corresponding base (Fig. 5B). This analysis provided the following results: (1) Adenine was the predominant primary branch-point base; (2) neighboring branch points were clustered within a few bases of the primary branch point, suggesting a certain “fuzziness”; and (3) together, the clustered branch points formed a sequence motif similar to the branch-site consensus, YURAY (Mertins and Gallwitz 1987; Drabenstot et al. 2003). The fuzziness around the primary branch point could reflect sequencing or informatics noise, imprecision in branch-point selection by the spliceosome, or inaccuracies introduced by the reverse transcriptase during transcription of the 2′–5′ phosphodiester bond. The latter explanation seems most likely, given the known high mutation rates and base skipping during reverse transcription of the branch point (Supplemental Note 1; Supplemental Fig. 6; Gao et al. 2008; Taggart et al. 2012; Awan et al. 2013). The finding that the clustered branch points make up branch-site consensus sequences further supports the interpretation of base skipping by the reverse transcriptase. We therefore suggest that the clustered branch points primarily reflect reverse-transcription errors around the main adenine branch points. However, we cannot rule out some cellular imprecision during the transesterification reaction.

**Figure 5.**
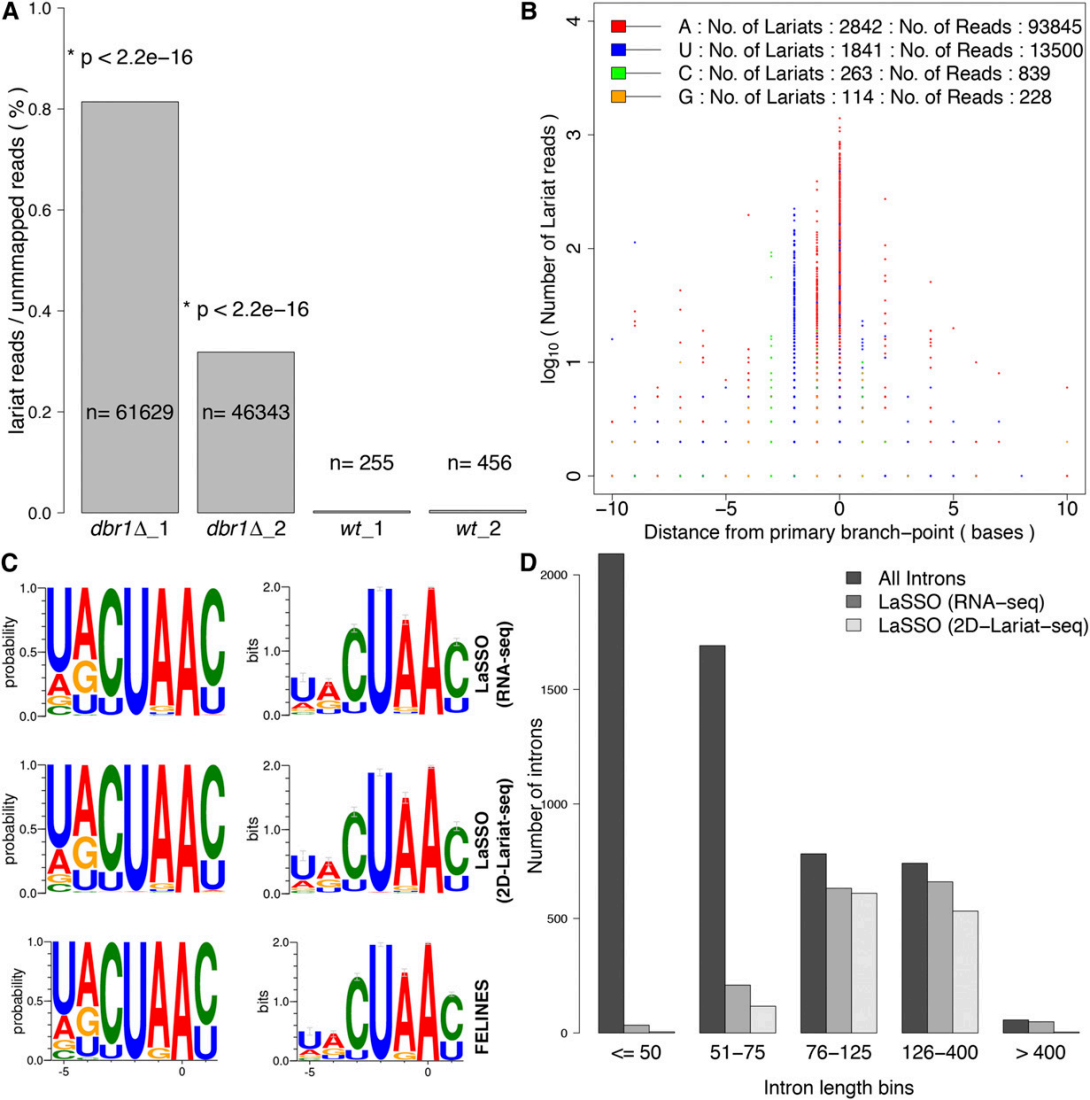
Characterization of lariat branch points and branch-site sequence. (*A*) Proportion of lariat reads relative to total number of reads not mapped to genome or transcriptome. Absolute numbers in each sample are indicated, along with *P*-values (Fisher’s exact test). (*B*) The base (color-coded as indicated) and position (*x*-axis) of each branch point identified as a function of read number supporting it (*y*-axis). The primary branch point is placed at position zero on the *x*-axis. The numbers of lariats and supporting reads are indicated on *top*. Only branch points located within 10 bases up- (negative values) or downstream (positive values) from a primary branch point are shown. (*C*) Consensus branch-site sequences around the primary branch point as probability (*left*) and bits (*right*), plotted using WebLogo (Crooks et al. 2004) (default settings except for compositional adjustment, with GC content set to 30%). (*Top* panels) Using LaSSO based on 1236 introns from our data; (*middle* panels) using LaSSO based on 930 introns from 2D-Lariat-seq data (Awan et al. 2013) that were supported by ≥3 lariat reads; (*bottom* panels) using FELINES for the same set of 1236 introns detected in this study. (*D*) Number of introns of different sizes for which lariat reads were detected by LaSSO when no read-number threshold was applied: 1584 lariats for our data, 1268 lariats for 2D-Lariat-seq data by Awan et al. (2013). Introns were binned according to their size as indicated (5361 introns in total).

Given that our data suggest that few, if any, bases other than adenine serve as branch points, we ignored all non-adenine branch-point reads for the further analyses below. Considering only the 93,845 adenine branch-point reads, we identified 2842 distinct lariats originating from 1584 introns. We adjusted the LaSSO algorithm to consider only adenine as possible intronic branch points (Supplemental Fig. 7). Even when considering only adenine branch points, limited fuzziness by neighboring branch points remained within ∼2 bases. We therefore developed a clustering approach to group neighboring branch points as follows. The primary branch point was defined by the highest read number; if read numbers between neighboring branch points differed by <10, however, the one closer to the intronic 3′ end was selected as the primary branch point (when neighboring branch points differed by >10 reads, the one closer to the 3′ end typically showed the higher read number). If branch points were >1 base apart, multiple branch points were reported. To err on the conservative side, we only used the branch points supported by ≥3 lariat reads, which originated from 1236 nuclear introns and one mitochondrial, self-spliced intron (*cob1*). Based on these data, we generated a consensus branch-site sequence for nuclear-encoded genes (Fig. 5C; Supplemental Table 5).

We selected 18 lariats of different lengths and numbers of diagnostic lariat reads for independent validation. We confirmed 17 of these 18 lariats by lariat-specific RT-PCR, followed by Sanger sequencing (Supplemental Fig. 8; Supplemental Table 6). One of the validated lariats was from the self-spliced *cox1* intron, for which uracil appears to be the primary branch point (Supplemental Note 1).

The numbers of lariat and exon-exon junction reads showed only a poor correlation (Supplemental Fig. 9). This finding suggests that the number of lariat reads does not quantitatively reflect the number of splicing events. As indicated by the expression data, short lariats were not recovered as efficiently as long ones. Although we trimmed the reads prior to alignment to enhance identification of short inserts, we could not identify branch points for most introns shorter than ∼75 bases, even when no three-read threshold was applied (Fig. 5D).

The median distance between the branch point to the 3′ end of the intron was 12 bases. More than one branch point was only evident for 89 introns using the criteria above. Compared to primary branch points, alternate branch points were covered with a significantly lower number of reads and were also located closer to the 5′ end of the intron (*P* < 2.2 × 10^−16^ and *P* < 5.5 × 10^−9^, respectively; Wilcoxon rank sum test). Intron lengths and numbers of branch points did not correlate. We conclude that a single, primary branch point is used for most splicing reactions under the standard condition analyzed.

### LaSSO outperforms other algorithms

The consensus branch-site sequence derived by LaSSO was nearly identical to the one predicted by FELINES (Fig. 5C; Drabenstot et al. 2003), corresponding to the reported “YURAY” motif (Supplemental Note 2). Overall, there was ∼91% agreement between LaSSO and FELINES across data sets (Supplemental Note 2), suggesting that computational prediction of branch sites in yeast is quite robust. As LaSSO analyzes empirical data, however, it could uncover branch sites more accurately (Supplemental Note 2).

A recent study utilized a 2D-gel lariat purification approach (2D-Lariat-seq) in *S. pombe dbr1Δ* cells to map branch points (Awan et al. 2013). Using a read-split algorithm based on a previous study (Taggart et al. 2012), they recovered 37,008 lariat reads that were mapped to 817 annotated and novel introns (Awan et al. 2013). When applying LaSSO to their data set, we recovered 97,072 lariat reads, providing a >2.5-fold increase in sensitivity. This improved detection was achieved despite only interrogating annotated introns, not the whole genome as in the original study (Awan et al. 2013). Applying our clustering approach, we mapped branch points for 1268 introns, of which only 813 were identified in the original study. On the other hand, we missed only four branch points detected originally (Awan et al. 2013), because the corresponding five reads had >1 mismatch and did not meet our mapping criteria (Supplemental Table 7). The consensus branch-site sequence was highly similar again when applying LaSSO on the 2D-Lariat-seq data (Fig. 5C). Note that the underrepresentation of short lariats was also apparent, and even more pronounced, in the 2D-Lariat-seq data set (Fig. 5D). We conclude that LaSSO is more accurate than the theoretical prediction algorithm and can recover more lariats than an alternative approach using sequence data (Awan et al. 2013).

### Exon-skipping events

We also looked for lariats diagnostic for exon-skipping events. In fission yeast, there is little evidence for alternative splicing via intron retention or exon skipping (Habara et al. 1998; Moldon et al. 2008; Wilhelm et al. 2008; Rhind et al. 2011; Awan et al. 2013). Only 271 of 108,683 lariat reads represented putative skipping events (0.25%). Of these, only 82 reads marked adenine as the branch point, representing 48 distinct exon-skipping events, including seven instances where two exons were skipped in a single event. Only 18 of these 48 skipping events were independently supported by a small number (median = 1) of exon-exon junction reads that bridged non-neighboring exons. The independent evidence based on lariat and junction reads indicates that these skipping events represent real cellular splicing events. We independently confirmed five out of five representative exon-skipping lariats by lariat-specific RT-PCR, and four out of these five were also confirmed by Sanger sequencing (Supplemental Fig. 8; Supplemental Table 6). For ∼69% of cases (33/48) (Supplemental Table 8), the branch points identified for the skipping events were identical to the one identified for the canonical splicing event, which links neighboring exons. We conclude that skipping events usually utilize the primary branch point of the downstream intron.

Further analysis of all exon-skipping events revealed that the number of supporting lariat reads was generally low (median = 1), with only six events exceeding our three-read threshold. In all cases, the canonical splicing events were supported by much higher read numbers compared to the corresponding skipping event (median = 30.5; *P* < 6.9 × 10^−14^) (Supplemental Table 8). Only 14 of 48 skipped sequences were divisible by three, as expected by chance, and the remaining events are predicted to change the reading frame (Magen and Ast 2005). The branch-site sequence of the upstream intron determines the likelihood for exon-skipping events (Haraguchi et al. 2007). We therefore examined the branch-site sequences for all upstream and downstream introns implicated in exon skipping, but no sequence differences compared to the consensus were apparent (Supplemental Fig. 10). Together, these data suggest that most exon-skipping events have no biological role under the standard condition analyzed but might reflect splicing errors.

The only evidence for exon skipping in fission yeast has been documented recently in the 2D-Lariat-seq study (Awan et al. 2013). They reported 23 cases of exon-skipping events, only eight of which were supported by 12 lariat reads in total; although five of these events were validated by RT-PCR, the remaining events were only detected by a peak-calling algorithm. Applying LaSSO on the 2D-Lariat-seq data, we recovered 174 reads that marked 94 potential skipping events. In the 2D-Lariat-seq data, the skipping events displayed similar characteristics as in our data: Only 14 skipping events were supported by ≥3 lariat reads, 20 were supported by junction reads in our data, and only 32 of 94 skipped sequences were divisible by three. Just one of the four events reported to be conserved in human (Awan et al. 2013) was identified by LaSSO (*alp41*) (Supplemental Table 10). Given the low diagnostic read numbers, further experiments will be required to test whether these exon-skipping events have cellular functions or represent splicing errors destined to degradation (Magen and Ast 2005). In budding yeast, some exon-skipping RNAs are targeted by quality-control pathways (Egecioglu et al. 2012). Regardless of their potential to form functional transcripts in fission yeast, our data demonstrate that LaSSO is effective for the identification of exon-skipping lariats.

### Lariats and exon skipping in human

We also applied LaSSO to the more complex human genome, where introns are typically much longer and branch sites are degenerate (Kol et al. 2005). To this end, we generated a comprehensive human lariat database, based on adenine as the branch point, against which we aligned more than 592 million unmapped reads derived from 16 human tissues; this data set is known to contain lariat reads (Taggart et al. 2012). To err on the side of caution, we applied stringent filtering criteria (see Methods), resulting in the identification of 586 adenine-based lariat reads. These reads mapped to 287 annotated introns (Supplemental Table 11; Taggart et al. 2012) and 34 exon-skipping events (Supplemental Table 12). Owing to the differences in methods, there was only little overlap between the branch points identified here and by Taggart et al. (2012) (Supplemental Note 3). LaSSO detected more accurately the location of branch points (Supplemental Fig. 11; Supplemental Note 3), and it identified branch points implicated in exon skipping (Supplemental Fig. 12C).

Plotting the positions of all branch points as a function of the corresponding intron length revealed two distinct types: proximal branch points close to the 3′ end of the intron, whose intronic positions showed no dependency on intron length, and more distal branch points, whose intronic positions showed dependency on intron length (Supplemental Fig. 12). Similar distal branch points were evident in fission yeast which, unlike in the human data, were supported by high read numbers and consensus branch-site sequences (Supplemental Fig. 12). In the human data set, but not in fission yeast, most exon-skipping events seemed to utilize the more distal type of branch point, although the numbers of diagnostic reads was very low (Supplemental Fig. 12C,D).

Since the human data set has been generated in the presence of debranching activity, the ≥3 lariat read cutoff inevitably resulted in discarding most of the putative branch points. However, regardless of whether a read cutoff was applied or not, the human branch site was highly degenerate (Supplemental Table 9), in accordance with previous reports (Kol et al. 2005). A consensus branch-site sequence was evident only with a subset of proximal branch sites (Supplemental Fig. 13; Supplemental Table 9), reminiscent of the previously reported consensus sequence (Gao et al. 2008). We conclude that LaSSO is also effective for identifying branch points in more complex genomes, although reducing debranching activity is important for a high signal-to-noise ratio.

## Discussion

We developed a genome-wide approach to capture transient RNA lariat intermediates that are rapidly degraded by the cell under normal conditions. This approach enables an experimental definition of intronic branch points and intron validation, furthering our view of splicing and intron processing.

RNA-seq of *dbr1Δ* cells revealed that lariat accumulation affects gene regulation, most notably global translation. These results are consistent with the reported high toxicity of lariat accumulation (Nam et al. 1997) and a role for Dbr1 in processing of snoRNAs (Ooi et al. 1998) and mirtrons (Flynt et al. 2010). These findings may reflect the tight coordination and integration of gene regulation at multiple levels, which leads to systemic changes when intron degradation is perturbed. Furthermore, we show that lariat accumulation also severely compromised splicing efficiency of numerous introns. This intriguing finding raises the possibility of a feedback from floating lariats to the splicing machinery to prevent further lariat accumulation. A reduction in splicing efficiency was also observed in the *ACT1* locus of debranching-deficient budding yeast cells, and the accumulated *ACT1* intron may slow down later stages of the splicing reaction (Salem et al. 2003). Decreased recycling of spliceosomal RNAs and proteins, which might not be released from stable lariats, could lead to the decreased splicing efficiency (Arenas and Abelson 1997; Martin et al. 2002; Hilleren and Parker 2003). A Dbr1-dependent RNA degradation pathway prevents the accumulation of splice-defective lariat intermediates that are otherwise exported to the cytosol for degradation, thus functioning as a quality-control mechanism for splicing (Hilleren and Parker 2003). Most fission yeast proteins involved in splicing do themselves contain introns (100 of the 154 proteins with GO terms related to splicing), which could also contribute to the global decline in splicing efficiency via negative feedback.

Another intriguing finding was the up-regulation of numerous noncoding RNAs in *dbr1Δ* cells. Many of these RNAs do contain introns (data not shown), which therefore may be targeted by Dbr1. We also observed that the absence of Dbr1 affected mitochondrial gene expression and splicing. Both RNA-seq and lariat-specific RT-PCR provided evidence for the accumulation of the corresponding lariat intermediates in *dbr1Δ* cells, strongly suggesting that group II, self-spliced mitochondrial introns depend on Dbr1 in vivo. Thus, it is likely that besides nuclei and cytosol (Hilleren and Parker 2003), Dbr1 also functions in mitochondria.

LaSSO provides a powerful, unbiased approach to identify lariat intermediates and to precisely map branch points on a genomic scale. More branch points were identified by LaSSO compared to 2D-Lariat-seq (Awan et al. 2013), both with read cutoff (1236 and 930, respectively) and without (1584 and 1268, respectively); LaSSO therefore circumvents the need for laborious 2D-PAGE isolation and purification of lariats prior to sequencing. LaSSO outperformed the FELINES algorithm for theoretical branch-site prediction (Drabenstot et al. 2003), and it provided higher sensitivity and improved accuracy than bioinformatics approaches applied in previous sequencing studies (Taggart et al. 2012; Awan et al. 2013). LaSSO effectively uncovered exon-skipping lariats both in fission yeast and in human. In fission yeast, some of the skipping events were supported by independent exon-exon junction reads and could represent true alternative transcript isoforms. Nevertheless, given the exceedingly low frequency of most skipping events in two independent studies, involving just a few instances among the millions of cells sequenced, it seems likely that the majority of these skipping events are simply a consequence of aberrant splicing, which increase under heat-stress conditions (Awan et al. 2013). Consistent with this interpretation, skipping events are greatly increased in mutants defective for RNA quality-control pathways (DA Bitton and J Bähler, unpubl.). Further work will be required to establish whether exon skipping has any biological function in fission yeast, perhaps limited to specialized conditions.

Several technical issues affected the performance of LaSSO. Given the short fission yeast introns, the size selection during sequence library preparation, combined with the short RNA-seq reads, resulted in a bias against recovery of short lariats. It is possible that adjustments to the sequencing protocol, such as the one used for small RNA profiling, could improve detection of small lariats. This bias will be less relevant for organisms like human, which generally have much larger introns, although the shortest human introns may still be affected (“minimal” introns) (Yu et al. 2002). Another issue was the aggregation of branch points next to the primary branch point that was most likely introduced by reverse-transcriptase errors. Our rigorous clustering approach helped to deal with this issue. The reduced efficiency of reverse transcription through the 2′–5′ bond often resulted in an underestimation of the lariats. Thus, lariat reads should be used only as diagnostic reads rather than for quantification of splicing events or the extent of lariat accumulation.

LaSSO is a versatile algorithm that allows RNA-seq input from any organism, thus allowing multiple applications. Effectively, it allows detection of any 2′–5′ phosphodiester link in a given sequence, but the algorithm does depend on the input database used. For example, to identify additional cryptic or alternative splice sites, an intronic sequence could be analyzed with its corresponding upstream or downstream exon sequence. Alternatively, to seek for naturally occurring 2′–5′ phosphodiester bonds in mature RNAs, complete transcriptome sequence could be used as an input. In addition, LaSSO could readily be applied to detect novel splicing events by partitioning the genome with a sliding window while ignoring known annotations.

An advantage of LaSSO is that it can consider all possible bases in a given intron. This circumvents making assumptions on branch-site positions and sequences. However, it may result in exceedingly large lariat databases when numerous, large introns, such as those of human, are considered. We provide RNA-seq and RT-PCR evidence for uridine as the branch-point base within the *cox1* intron of the mitochondrial genome. However, the data provided here indicate that adenine is the predominant branch-point base in fission yeast, and exceptions might reflect technical artifacts during reverse transcription.

We generated a human lariat database that only considers adenine as branch points within introns, but also accounts for all possible branch points generated by exon skipping. Following alignment of RNA-seq data against this human lariat database, we applied stringent filtering criteria, which inevitably also discarded some real lariat signals. For a higher signal-to-noise ratio, working with debranching-deficient cells will be important. An siRNA knockdown in human cells effectively reduces 80% of *DBR1* transcript levels without affecting cell viability (Ye et al. 2005), which could readily be exploited in future studies. Despite the presence of debranching activity, LaSSO identified numerous branch sites, including those diagnostic for exon-skipping events. Our analysis is consistent with the human branch-site consensus being highly degenerate; previous consensus sequences were assembled using only a subset of proximal branch sites (Gao et al. 2008), as was recapitulated here. LaSSO suggested putative distal branch points whose intronic positions depended on intron length in both fission yeast and human. Intriguingly, in the human data set, most exon-skipping events seemed to utilize this distinct type of branch point, but the numbers of diagnostic reads were very low. It is not clear whether the distal branch points reflect an experimental artifact or a novel biological aspect, e.g., an alternate, closer branch point to facilitate lariat formation for long introns. It should be interesting to explore whether these distal branch points have any biological relevance in the cell.

## Methods

### Strains and yeast techniques

The *dbr1Δ* strain was obtained from the Bioneer deletion collection v.2.0 (Kim et al. 2010). The deletion mutant strain was PCR-verified and exhibited slow growth in YES media. When back-crossed to wild type, the slow-growing phenotype cosegregated with the deletion marker. Strain ED668 (*h+ ade6-M216 ura4-D18 leu1–32*) contains the same genetic background as the *dbr1Δ* strain (except for *dbr1Δ* deletion) and was used as a wild-type control in these studies. Translational profiles (Lackner et al. 2012) and Western blots (Rallis et al. 2013) were performed as previously described.

### RNA isolation and sequencing

Biological replicates were grown and processed separately for all the following steps. Two biological replicates of wild-type (ED668) and *dbr1Δ* cultures were grown in YES (yeast extracts plus supplements) media at 32°C until they reached a concentration of 5,600,000 cells/mL. Cells were harvested and total RNA was isolated by hot-phenol extraction, and RNA quality was assessed on a Bioanalyzer instrument (Agilent). Total RNA was treated with DNase (Turbo DNA-free by Ambion), and thereafter, 4 μg was treated with a beta version of Ribo-Zero Magnetic Gold Kit (Yeast) to deplete rRNAs. RNA-seq libraries were prepared from rRNA-free RNA using a strand-specific library preparation protocol based on an early version of the Illumina TruSeq Small RNA Sample Prep Kit. In brief, rRNA-depleted RNA was fragmented to an average size of ∼200 nt. Fragmented RNA was 3′-de-phosphorylated with Antarctic phosphatase and 5′-phosphorylated with polynucleotide kinase; this treatment prepares RNA fragments for subsequent ligation of Illumina RNA adaptors to their 5′ and 3′ ends using a 3′-RNA ligase and a T4 RNA ligase, respectively. First-strand cDNA was produced using a primer specific for the Illumina 3′-adaptor. The library was amplified with 15 PCR cycles using primers specific for the Illumina adaptors and purified using SPRI-beads (Agencourt, Beckman Coulter). Library size distributions and concentrations were determined on a Bioanalyzer (Agilent). RNA-seq libraries were sequenced on an Illumina HiSeq 2000 instrument at the Core Facility of the Huntsman Cancer Institute (University of Utah).

### Genome level alignments and annotation

Sequence reads of 49-base length originating from each sample were aligned, using Bowtie 0.12.7 (Langmead et al. 2009), to the *S. pombe* genome sequence (Ensembl *S. pombe*, Build EF1, version 13) (Flicek et al. 2014) and to the corresponding exon-exon junctions database. Up to three base-pair mismatches were allowed. Reads that matched multiple loci were removed from further analysis, and the resultant alignment files were processed to generate “pile-ups” against each chromosome (Supplemental Table 2). Unmapped reads were used for lariat mapping as described in the main text.

### Exon-exon junctions

Searches were performed against the genome sequence combined with a data set of known exon-exon junctions as defined by Ensembl *S. pombe,* release 13. To ensure that a 49-base read mapped to a splice junction, only the last 43 bases of the first exon and the first 43 bases of the second exon were considered (if the exon exceeded length 43). In this way, reads that overlapped a junction by less than 6 nt were excluded. Reads that matched to more than one junction or elsewhere in the genome were also discarded.

### Known annotated transcript set

The known annotated set of *S. pombe* transcripts (7022; Ensembl version 13, as before) and all known introns (5361) were interrogated across the four samples (a total of 12,383 loci) (Supplemental Table 2).

### Normalization, fold changes, and differential expression

Differential expression between samples was determined using the DESeq Bioconductor package (Anders and Huber 2010). A cutoff of ±2 fold change and corrected *P*-value < 0.05 were applied to derive a list of differentially expressed genes and introns.

### RNA-seq expression level

Normalized expression levels (E) for individual exons and introns were calculated using Equation 1 as described (RPKM measure) (Mortazavi et al. 2008). Briefly, the number of reads (*R*) detected across a given region at a given sample (*i*) was multiplied by a constant (*C* = 1 × 10^9^) and divided by the total number of reads at that sample (*T*_*i*_) multiplied by the region’s length (*L*).
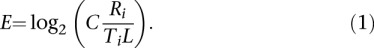
A small constant was added (10^−5^) to all expression values to avoid taking logs of zero. Gene level expression values were summarized using exon data. Sample specific expression levels for all regions interrogated in this study are provided in Supplemental Table 2.

### Splicing efficiency and differential splicing significance

Splicing efficiency (SE) reflects the proportion of spliced mRNA signal relative to pre-mRNA signal. SE is computed by dividing exon-exon junction reads (*JR*) by reads that straddle the exon-intron boundary (only the upstream 5′ exon relative to the intron was considered; EI; Equation 2).
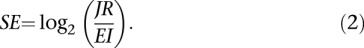
A Cochran-Mantel-Haenszel (CMH) χ^2^ test for repeated test of independence (i.e., biological replicates) was applied to identify statistically significant introns (i.e., introns that display differences in SE between samples). The false discovery rate (*Q*-value) was computed using the Bioconductor *Q*-value package (Storey et al. 2004) and a cutoff of *Q* < 0.05 was applied (Supplemental Table 2).

### Comparisons between studies

The raw sequence data files of the “short” and “long” data sets described in Awan et al. (2013) were downloaded from the Gene Expression Omnibus (GEO) database (accession no. GSE48594). Sequence Read Archive files (SRA) were converted to FASTQ files using the SRA toolkit. To perfectly match the read length described in their study, the reads were preprocessed to trim the first three bases only (no further trimming of adaptor sequences was applied). Thereafter, 40-base-long reads were analyzed using our pipeline as described.

For FELINES comparison, a FASTA file containing 5248 annotated introns with canonical splice donor and acceptor sites (GU and AG, respectively) and of length >20 bp was analyzed using FELINES with default settings.

### Application of LaSSO to a human data set

Using the LaSSO algorithm (Supplemental Fig. 7), we generated a human lariat database that included all possible adenine-based lariat signatures generated from a set of 265,870 nuclear introns in human (Ensembl *Homo sapiens*, version 70). To generate this set, we ordered all annotated exons for each gene in 5′–3′ orientation and considered the gap between two consecutive exons as a putative intron. Note that human mitochondrial genes lack annotated introns. The database also accounted for all possible lariat signatures that could be generated from all possible exon-skipping events in a given transcript, bringing its total size to ∼947.26 GB that accommodate 4,206,823,861 lariat sequence entries. To allow comparison to the study conducted by Taggart et al. (2012), we downloaded the same RNA-seq data set: Illumina Human Body Map 2.0 total RNA from GEO (accession number GSE30611). SRA files were converted to FASTQ files using the SRA toolkit. Reads were preprocessed to trim the adaptor sequences provided in GEO (GSE30611). Using the pipeline described in Figure 4C, we extracted 592,367,167 unmapped reads. Thereafter, the reads were aligned using Bowtie 0.12.7 to the human lariat database that was split into multiple smaller databases to allow parallelization. By tolerating up to a single mismatch and allowing a single alignment, we initially identified 51,469 diagnostic lariat reads. To further reduce the probability of chance matching, we applied a series of stringent filters to remove ambiguous reads: those that were mapped to multiple locations (due to the partitioning of the database), those that were mapped in antisense orientation, those whose mismatched base was not located exactly at the position of the branch point, and those that did not overlap at least 10 bases across the lariat junction. Comparison to lariats identified by Taggart et al. (2012) was performed using the available lariat coordinates (Taggart et al. 2012).

### GO term enrichment

Significant gene lists (increased/decreased) were processed using the “GO Term Finder” algorithm implemented in Perl (Boyle et al. 2004) (cutoff of *P*-value < 0.001, with Bonferroni correction) (Supplemental Table 2).

### LaSSO implementation and databases

The LaSSO algorithm was implemented in R (R Development Core Team 2011) and is freely available at GitHub (https://github.com/dbitton/LaSSO) and in Supplemental File 1. The fission yeast lariat database was constructed based on Ensembl *S. pombe*, Build EF1, version 13, while the human lariat database was generated using Ensembl *Homo sapiens,* version 70.

## Data access

The RNA-seq data sets from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE50246.

How the deposited data were processed for this re-analysis (not part of the article)

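RNA was sequenced from 2 cultures of wild-type *S. pombe* and 2 cultures of the dbr1Δ strain, grown separately in rich medium and labelled replicates 1 and 2 of each strain. All 4 libraries entered a single comparison, dbr1Δ over wild type. The authors aligned the 49-base reads with Bowtie to the genome and to exon-exon junctions (annotation and coordinates of Ensembl build EF1), removed reads that matched multiple loci and tabulated 12383 loci, of which 7022 are transcripts and 5361 introns. The counts are the authors' reads per transcript or intron and library, as deposited, without normalization, and the reads across the 5′ exon-intron boundary (EI) are counted apart. As deposited by the authors, expression is log2(RPKM + 1e-05), splicing efficiency (SE) is log2 of the junction reads (JR) plus 1 over the EI reads plus 1, and the fold change is the log2 of the DESeq fold change. The p-values deposited by the authors are the adjusted p of DESeq for expression and the Storey Q-value of the Cochran-Mantel-Haenszel (CMH) test for SE. Symbols, products and flanking sequence came from a later reference annotation and genome, to which 6844 of the 7022 transcripts were matched by identifier. Of 5303 nuclear introns of at least 30 bases outside tRNA genes, 5287 (99.7%) open with GT and close with AG in that genome at the coordinates given by the authors. The JR counts were recovered from SE and EI.

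An intron's count was its reads plus its EI reads, and a transcript's count its reads. Total counts ran from 19780858 in dbr1Δ replicate 2 to 36062720 in wild-type replicate 2. Transcripts and introns were fitted together with edgeR 4.0.16 (quasi-likelihood F test, TMM factors over all loci) in R 4.3.3, among loci with at least 10 counts in at least 2 libraries, and p-values were adjusted by Benjamini-Hochberg over all 9518 tested loci. The cutoff for a call was an adjusted p under 0.05 and a fold change over 2. Classes were compared by Fisher's exact test with SciPy 1.17.1, and tables were handled with pandas 2.3.3 in Python 3.11.15. SE was tested per intron with the CMH test over the replicate numbers, with Benjamini-Hochberg adjusted p-values. An edgeR test of the interaction of read class and strain was run beside it. The difference in SE was also taken after the reads were thinned to the smallest library total. The numbers 1 and 2 do not pair a wild-type with a dbr1Δ culture. Across loci, deviations of libraries with the same number had a correlation of -0.0228, and a fit with a replicate block on these numbers was kept as an alternative.

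Gene lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, with p-values adjusted over the 26 lists that could be tested. An estimated correlation in camera served as an alternative, and so did the rotation test fry, which asks whether a list changed at all and not whether it ranked apart from the other transcripts. The lists were the mitochondrial genome, mitochondrially encoded proteins, mitochondrial tRNAs, nuclear tRNAs, noncoding RNAs, snoRNAs (all, inside and outside annotated introns), snRNAs, cytosolic and mitochondrial ribosomal proteins, ribosome biogenesis, translation factors, splicing factors, the nuclear-encoded respiratory chain, mitochondrial RNA metabolism, the core stress response, chaperones, glycolysis, iron uptake, phosphate uptake, histones, Tf2 retrotransposons, meiosis and sporulation, P-cell genes, M-cell genes and strain markers. Members were taken by identifier prefix or symbol. The loci named in the text are dbr1 and the marker genes, every gene the paper names in a statement that the counts bear on (cox1, cob1 and the other mitochondrial genes, the intron-embedded snoRNAs and alp41), the 10 protein-coding transcripts with the largest increase and the 10 with the largest decrease, the 5 noncoding RNAs and the 10 or 5 introns with the largest increase or decrease, each with both dbr1Δ libraries beyond both wild-type libraries, and up to 4 members of each list with the largest change at an adjusted p under 0.05. Introns with changed SE other than those of alp41, mitochondrial introns, snoRNAs outside introns and genes near chromosome ends fall outside this rule and were chosen after their values were seen. The tests, filters, cutoffs, gene lists, this rule and the alternatives were set before the data were examined, except for the alternatives and tests named in the closing section as chosen later.

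The alternatives were DESeq2 1.42.0, its size-factor scaling within edgeR (RLE), no factors beyond the library total, scaling from transcripts alone or from nuclear protein-coding transcripts alone, separate fits of transcripts and introns, no filter on low counts, a minimum mean of 50 counts, no fold change cutoff, the replicate block, and leaving out each library in turn.

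The steps were tested on simulated data with 200 changed loci among the 9518. With edgeR 100% of loci changed by a fold of 4, 82% at 2, 72% at 0.5 and 96% at 0.25 were called at an adjusted p under 0.05, and 6.42% of 187 calls were false. With DESeq2 94%, 72%, 62% and 82% were called, and 6.63% of 166 calls were false. The simulated changes were balanced between rises and falls, and introns did not rise as a group as they did in the data. These shares of false calls therefore cannot show the error under such a 1-sided shift, nor its effect on the scaling. Camera called the moved list and 0 of 20 unmoved lists. The simulated loci were drawn independently of each other, so that check cannot show how camera behaves for lists whose genes vary together. The introns whose SE was changed by a fold of 4 were drawn only from those above a minimum of summed JR and EI. The CMH step called 27% of them, a share that does not cover introns with fewer reads, and 0% of the unchanged introns. The simulated reads were drawn without a spread between cultures, which the CMH test ignores. The 0% therefore cannot show how often it calls falsely where cultures differ. In a design of 2 cultures per strain the spread between cultures is estimated by pooling over loci. Lariat reads, branch points and the human data of the paper were not analysed here.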

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

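The results below come from genes that the text of the paper does not discuss, or are main results of the paper weighed against technical explanations. The tests of low counts with a filter on wild type alone, of unspliced precursor, of recovery of small RNAs, of a uniform mitochondrial rise, of lower host levels, of distance from chromosome ends and of overlapping transcripts were chosen only after the result was seen. For the recovery of short fragments the limit of 0.1 was set earlier, but a stricter reading, in which the whole interval had to lie under it and which left the test undecided, was dropped after the result was seen.

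Genes of the core stress response rose in dbr1Δ, in a signal that the text of the paper does not discuss. The small heat shock protein gene hsp16 (SPBC3E7.02c) stood at 193 ± 55 CPM in wild type and 961 ± 18 CPM in dbr1Δ (SD, n = 2 each), a log2 fold change of 2.32 (standard error 0.17, adjusted p = 1.08e-05 from edgeR). Of the 15 listed genes, 5 were increased and 12 were higher at an adjusted p under 0.05 from edgeR (13 when adjusted over the list alone). DESeq2 also called 5 increased. The others named are hsp9 at 1.79, ish1 at 1.47 and obr1 at 1.21. Without wild-type replicate 1, hsp9 was at 1.34, and without wild-type replicate 2 it was at 2.46. With each library left out in turn, 5 genes of the list were increased. As a set they ranked above the other transcripts (camera, adjusted p = 9.70e-06, and adjusted p = 0.467 with an estimated correlation). No explanation was tested for this rise, and the slower growth of the mutant was not separated from the loss of Dbr1.

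Of 38 tested snoRNAs outside annotated introns, 8 were decreased and 3 increased, while the text of the paper discusses those inside introns. The largest fall was that of snR41 (SPSNORNA.07, chromosome I, 1200168 to 1200253), from 4548 and 6388 counts in wild type to 255 and 198 counts in dbr1Δ. Its log2 fold change was -4.17 (standard error 0.08, adjusted p = 2.71e-09 from edgeR). The snoRNA snR40 fell by 3.23 (standard error 0.07), and snr62, snR90 and snR92 fell by 2.49, 1.60 and 1.31. In the cluster within the noncoding RNA SPNCRNA.659, snoZ3, snoZ4 and snoZ8 fell by 2.68, 1.99 and 1.51, whereas snoZ5 had a log2 fold change of 2.24 and snoZ7 one of -0.44. The number decreased was 8 with DESeq2 and with each scaling, and 8 or 9 with a library left out (9 without dbr1Δ replicate 2). The number increased was 5 with the scaling from transcripts, from nuclear protein-coding transcripts and in separate fits, and 4 at a mean of at least 50 counts. A candidate explanation is that the decreased ones lie inside a longer transcript: 6 of 8 overlapped an annotated transcript on the same strand, against 14 of the other 30, and with Fisher's exact test (p = 0.238) so few snoRNAs leave this open.

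Protein-coding genes near the ends of chromosomes I and II fell more often than others, another signal that the text of the paper does not discuss. Of 66 tested genes within 100 kb of the first or last annotated locus, 18 were decreased (27.3%), against 95 of 4912 elsewhere (1.93%), a ratio of 14.1 (Fisher's exact test, two-sided, p = 1.79e-15, over genes, which are not independent replicates). They include grt1 at -2.76, ght7 at -2.58, eno102 at -1.97 and pho84 at -1.51 (log2 fold changes). Of the same 66 genes, 8 were increased (12.1%), against 2.57% elsewhere (Fisher's exact test, p = 3.45e-04). The number decreased near the ends was 17 with DESeq2, 13 with the scaling from transcripts, 11 with the scaling from nuclear protein-coding transcripts and 16 or 17 with a library left out. The distance of 100 kb was set after the positions of the decreased genes were seen, so the enrichment is a hypothesis.

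The increase of introns with length was weighed first. Low counts of short introns are argued against as its whole cause, since the rank correlation was 0.718 (bootstrap 95% interval 0.665 to 0.766) among 585 introns with a mean of at least 50 counts in wild type (a filter over all libraries, which gave 0.685, favors increased introns and decides nothing), as is more unspliced precursor of genes with long introns, since the change of EI reads alone had a rank correlation with length of 0.0374 (bootstrap 95% interval -0.0512 to 0.121, 555 introns). Poor recovery of fragments shorter than the insert size remains open: among 337 introns longer than 200 bases, where the insert fits, the correlation was 0.0607 (bootstrap 95% interval -0.0500 to 0.172), under the 0.1 set as its limit, although the interval reaches above that limit. Among introns over 100 and up to 200 bases it was 0.380 (685 introns), so a narrower range of lengths alone need not end the trend. The lariats of long introns that the paper names also remain open. The paper itself joins these explanations, as it states that lariats of short introns were recovered less efficiently. The growth of the increase with length may reflect both together, and these values do not tell them apart.

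The rise of mitochondrial tRNAs was weighed next. A single dbr1Δ library as its source is argued against, because 16 of 25 were increased without dbr1Δ replicate 2, and 24 without dbr1Δ replicate 1. Better recovery of small RNAs in the dbr1Δ libraries is argued against as the whole cause by the 56 tested nuclear tRNAs. Their median log2 fold change was -0.25 (bootstrap 95% interval -0.51 to 0.33). It was 0.17 without dbr1Δ replicate 1, against 1.86 for mitochondrial tRNAs, and -0.67 without dbr1Δ replicate 2, against 1.36. However, nuclear tRNAs held 1.07% of the counts in dbr1Δ replicate 2 against 0.549% to 0.562% in the other libraries. The 56 are a minority of the 171 nuclear tRNA genes. The rest did not meet the count minimum, after reads that matched multiple loci had been removed. A rise of the whole mitochondrial genome by the same factor is argued against by the difference of 0.765 (bootstrap 95% interval 0.366 to 1.20) between the medians of mitochondrial tRNAs (1.63) and of the 8 mitochondrial protein genes outside introns (0.86). These intervals resample genes and leave out the spread between cultures, so they are too narrow. The median of mitochondrial tRNAs was 1.36 without dbr1Δ replicate 2 and 1.86 without dbr1Δ replicate 1. A higher level of mitochondrial tRNAs in dbr1Δ is a hypothesis consistent with these values, and a difference in RNA processing, decay or growth between the strains was not tested.

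The lower splicing efficiency was weighed last. Fewer reads in the dbr1Δ libraries together with the constant of 1 are argued against, as the median change was -0.807 after all libraries were thinned to the smallest total, against -1.03 before. Genomic DNA in the dbr1Δ libraries is argued against, as the gain of EI reads per intron in the 1343 introns of the lowest quartile of host expression was 0.118 of that in the highest quartile (bootstrap 95% interval 0.0668 to 0.189). Lower transcript levels of intron-containing genes alone are argued against, as EI reads per library total rose by ratios of 1.88 to 2.07 over the 4 pairs of libraries while the ratios for JR were 0.832 to 0.960. The JR ratios include the tRNA intron int_3699, whose JR rose, so those of the other introns were lower. Less complete splicing or slower decay of unspliced RNA in dbr1Δ may both give these values, and they were not told apart by any test run.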

How the results depend on the processing

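Choices made after seeing the data were a filter on wild-type counts, counting introns without EI reads, EI reads alone, leaving out introns that hold a snoRNA, single strata of SE, the SE filter, thinning, and the overlap by adjusted p alone. Where a value below moved, the cause was not tested, apart from filters and cutoffs, which change the loci tested or called by construction. With a library left out, the lone sample of its strain is assumed to vary like the other strain. The alternatives for a file of RPKM values alone (a constant on the log scale and an RPKM filter in the tests) were not run, because the file holds counts.

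Transcripts increased (428) stayed within 1.5 times that number in every setting but no fold change cutoff (1140), with 384 to 435 when a library was left out. Transcripts decreased (180) numbered 91 with scaling from transcripts, 83 with scaling from nuclear protein-coding transcripts, 89 in separate fits, 92 at a mean of at least 50 counts and 2726 without a fold change cutoff, and 178 to 201 with a library left out. Introns increased (1651) numbered 872 at a mean of at least 50 counts and 1507 to 1547 with a library left out. Introns decreased (41) numbered 23 with DESeq2, 24 with scaling from transcripts, 20 with scaling from nuclear protein-coding transcripts, 26 in separate fits, 8 at a mean of at least 50 counts and 84 without a fold change cutoff, 29 to 43 with a library left out, and 38 without introns that hold a snoRNA. With the replicate block 429 transcripts and 1644 introns were increased, and 181 and 37 decreased. Noncoding RNAs were 37.7% to 60.5% of increased transcripts, increased mitochondrial genes 20 to 35 and decreased embedded snoRNAs 5 to 8 across the settings.

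The median change of transcripts was -0.197 with DESeq2 size factors, -0.00806 with scaling from transcripts, -0.171 over loci above 0 and -0.186 to -0.176 with a library left out. That of introns was 1.37 with scaling from transcripts, 0.898 over loci above 0 and 1.17 to 1.3 with a library left out. The replicate correlation of introns was 0.936 with log2(RPKM + 0.5), 0.942 above 0 and 0.963 at 10 counts or more for dbr1Δ, and 0.901, 0.901 and 0.943 for wild type. The correlation with length was 0.4997 without a filter, 0.685 at a mean of at least 50 counts, 0.718 at a wild-type mean of at least 50 counts, 0.652 to 0.673 with a library left out, 0.718 without EI reads and 0.0374 for EI reads alone. The longest bin exceeded the shortest by 4.97, and by 4.62 in quintiles, 4.82 without a filter, 5.21 at a mean of at least 50 counts and 5.09 after the host was subtracted. Introns with lower SE (739) numbered 313 to 334 with a single replicate, where fewer reads enter, and 492 with the edgeR interaction. The median change of SE was -1.48 in introns with 10 reads of each kind and -0.807 after thinning.

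Camera with an estimated correlation called no list in either direction. Its adjusted p was 0.369 for noncoding RNAs, splicing factors and mitochondrially encoded proteins, 0.467 for the core stress response, mitochondrial genome, mitochondrial tRNAs, ribosome biogenesis and translation factors, 0.521 for histones, 0.546 for embedded snoRNAs and 0.571 for cytosolic ribosomal proteins. Glycolysis (0.0517) passed at 0.0427 with DESeq2, 0.0467 without factors, 0.0379 with scaling from transcripts and in separate fits, 0.0316 with nuclear protein-coding scaling, 0.0252 at a mean of at least 50 counts, 0.0477 without EI reads and 0.0365 to 0.0439 with a dbr1Δ library left out, but not at 0.0671 to 0.0965 with a wild-type library left out. Fry, which tests a list against no change and so answers another question than camera, gave 0.0258 for glycolysis, 0.0120 for M-cell genes, 0.0119 for mitochondrial ribosomal proteins and strain markers, 0.0102 for mitochondrial RNA metabolism, 0.0169 for the respiratory chain and snoRNAs, 0.0233 for P-cell genes, 0.0258 for phosphate uptake, 0.0285 for snoRNAs outside introns and 0.842 for nuclear tRNAs, reversed. Nuclear tRNAs were also reversed at 0.988 with scaling from transcripts and in separate fits, 0.674 with nuclear protein-coding scaling and 0.256 without dbr1Δ replicate 2. With other libraries left out they ranged from 0.00102, called upward without dbr1Δ replicate 1, to 0.649. The snoRNAs gave 3.45e-07 with DESeq2 and 0.0316 with nuclear protein-coding scaling. Those outside introns gave 0.0232 with DESeq2, and were reversed at 0.755 without a filter and 0.673 without dbr1Δ replicate 1 (0.285 to 0.809 with a library left out). Histones gave 0.0143 without dbr1Δ replicate 2 to 0.0533 without dbr1Δ replicate 1 and chaperones 0.0269 without wild-type replicate 2 (0.144 to 0.256 without another library). Iron uptake ranged from 0.0382 without wild-type replicate 2 to 0.602 without wild-type replicate 1, where it was reversed.

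Of the 166 named loci tested, 106 passed the cutoff, and over all settings 2163 of their values kept direction and side of the cutoff, 87 newly passed, 57 no longer passed and 11 changed sign. Those were ade6 (SPCC1322.13) at 0.12 with scaling from transcripts and in separate fits, 0.18 with nuclear protein-coding scaling and 0.062 at a mean of at least 50 counts, snoR54 (SPSNORNA.22) at 0.10, 0.16 and 0.042 in the same order, and from -0.26 without wild-type replicate 1 to 0.07 without dbr1Δ replicate 2 and 0.18 without wild-type replicate 2, and SPMITTRNACYS.01, from -0.042 without dbr1Δ replicate 2 to 0.99 without dbr1Δ replicate 1. Of 5361 introns, 3117 met the count minimum and were tested.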

Differences from the paper's values

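The paper gives 27 introns as decreased in dbr1Δ, and 41 were decreased here, at the same cutoffs on adjusted p and fold change. Of the alternatives set before the data were examined, the number lay within 1.5 times the paper's with DESeq2 (23), no factors beyond the library total (34), scaling from transcripts (24), scaling from nuclear protein-coding transcripts (20), separate fits of transcripts and introns (26), the replicate block (37), and without wild-type replicate 1 (31), wild-type replicate 2 (32) or dbr1Δ replicate 2 (29). It did not with RLE factors (42), no filter on low counts (47), a mean of at least 50 counts (8), no fold change cutoff (84) and without dbr1Δ replicate 1 (43).

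The paper states that the genes inside the introns of cox1 and cob1 were induced. Here SPMIT.02 (log2 fold change 1.42) and SPMIT.03 (1.34), inside cox1 introns, were increased, and SPMIT.06, inside the cob1 intron, had a log2 fold change of 0.64 (standard error 0.08, adjusted p = 2.72e-04 from edgeR), which does not pass the fold change cutoff. The authors' deposited value for SPMIT.06 is also under that cutoff, at 0.56 (adjusted p = 9.7e-08 from the authors' DESeq). Without a fold change cutoff SPMIT.06 is called higher. In the other settings run its log2 fold change was between 0.58 (without wild-type replicate 2) and 0.87 (scaling from nuclear protein-coding transcripts).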

Other observations

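The tests of gene lists given here were planned, and the comparison with the authors' deposited calls was chosen after the results were seen.

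The M-cell gene mam2 (SPAC11H11.04) stood at 2.12 ± 0.084 CPM in wild type and 11.7 ± 0.42 CPM in dbr1Δ (SD, n = 2 each), a log2 fold change of 2.47 (standard error 0.16, adjusted p = 4.17e-06 from edgeR). Another M-cell gene, mam1, was lower at -0.40. Of the 4 tested M-cell genes 1 was higher and 1 lower at an adjusted p under 0.05 from edgeR (1 and 1 when adjusted over the list alone), and camera gave an adjusted p of 0.229 (0.546 with an estimated correlation). Of the 3 P-cell genes, 2 were lower and 0 higher with edgeR (2 and 0 when adjusted over the list alone, 2 and 0 with DESeq2, 2 and 0 at an unadjusted p under 0.05), with map3 at -0.80 and a camera adjusted p of 0.229 (0.571 with an estimated correlation). The phosphate transporter gene pho84 had a log2 fold change of -1.51 (standard error 0.11). Of 4 phosphate uptake genes, 3 were lower and 0 higher with edgeR (3 and 0 when adjusted over the list alone, 3 and 0 with DESeq2, 3 and 0 at an unadjusted p under 0.05), and camera gave an adjusted p of 0.229 (0.563 with an estimated correlation).

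Of 83 splicing factor genes, 57 were lower and 2 higher at an adjusted p under 0.05 from edgeR (57 and 2 when adjusted over the list alone), with slu7 at -1.07 (standard error 0.14). These numbers were 38 and 6 with the scaling from transcripts. The list includes the deleted gene dbr1, which is among the lower ones. The list ranked below the other transcripts (camera, adjusted p = 1.61e-04, and adjusted p = 0.369 with an estimated correlation). Of 10 histone genes, 8 were lower and 0 higher with edgeR (9 and 0 when adjusted over the list alone, 8 and 0 with DESeq2, 9 and 0 at an unadjusted p under 0.05), with hht3 at -0.89, a camera adjusted p of 0.0249 and an adjusted p = 0.521 with an estimated correlation. Histone genes that were lower numbered 6 with the scaling from transcripts. The 10 snoRNAs inside annotated introns had a camera adjusted p of 0.00916 (adjusted p = 0.546 with an estimated correlation) and a median of -1.36, with 8 lower and 0 higher with edgeR (8 and 0 when adjusted over the list alone, 8 and 0 with DESeq2, 8 and 0 at an unadjusted p under 0.05).

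No call as a set came from camera for the following lists. For comparison, 2726 of all 6401 tested transcripts were lower and 1140 higher at an adjusted p under 0.05 from edgeR with the joint scaling. Of all 48 tested snoRNAs, 25 were lower and 10 higher at an adjusted p under 0.05 from edgeR (26 and 10 when adjusted over the list alone), with an adjusted p of 0.229 from camera (0.791 with an estimated correlation). Of the 38 outside annotated introns, 17 were lower and 10 higher (17 and 10 when adjusted over the list alone), with 0.826 from camera (0.947 with an estimated correlation). Of 7 genes listed as snRNAs, which include the U3 snoRNA genes, 4 were lower and 1 higher (5 and 1 when adjusted over the list alone), with 0.767 (0.924 with an estimated correlation). Of 34 nuclear-encoded respiratory chain genes, 18 were lower and 3 higher (18 and 3 when adjusted over the list alone), with atp1 at -0.85 and 0.242 from camera (0.571 with an estimated correlation). Of 15 genes of mitochondrial RNA metabolism, 8 were lower and 1 higher (8 and 1 when adjusted over the list alone), with 0.229 from camera (0.546 with an estimated correlation). The mitochondrial ribosomal proteins had 0.189 (0.467 with an estimated correlation). Of 14 glycolysis genes, 5 were higher and 3 lower (5 and 3 when adjusted over the list alone), with gpd3 at 1.08 (standard error 0.08) and 0.0517 from camera (0.467 with an estimated correlation). Of 12 chaperone genes, 5 were higher and 1 lower (5 and 1 when adjusted over the list alone), with 0.179 from camera (0.663 with an estimated correlation), and ssa1 had a log2 fold change of 1.13, which was 0.80 without wild-type replicate 1. Of 17 meiosis and sporulation genes, 2 were higher and 2 lower (2 and 2 when adjusted over the list alone), with isp3 at 1.63 and 0.179 from camera (0.571 with an estimated correlation). Of 8 iron uptake genes, 1 was higher and 1 lower with edgeR, while 0 passed when adjusted over the list alone and 0 with DESeq2, and 1 was higher and 1 lower at an unadjusted p under 0.05. Camera, which ranks a list against the other transcripts, placed iron uptake upward (adjusted p = 0.342, 0.791 with an estimated correlation). The median of that list was -0.08 and its mean -0.10, while the median of all tested transcripts was -0.18. Its member str1 had -1.10, which was -0.30 without wild-type replicate 2. The 3 tested strain markers had a median of -0.05 and a mean of -0.91, the latter from dbr1, with 1 lower (1 when adjusted over the list alone) and 0.714 from camera (0.791 with an estimated correlation). Of 13 Tf2 retrotransposons 1 could be tested, with a log2 fold change of 1.08 that was called when adjusted over the list alone and with the scaling from transcripts, and no set test was made.

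The balance within these lists depends on the scaling. Counted at an adjusted p under 0.05 from edgeR with the scaling from transcripts, glycolysis had 10 higher and 0 lower (10 and 1 at an unadjusted p under 0.05). In the same setting the respiratory chain had 8 lower and 5 higher, mitochondrial RNA metabolism 5 and 2, the snRNAs 2 and 2, all snoRNAs 21 and 13, and those outside introns 13 and 12. Nuclear tRNAs had 17 higher and 13 lower, against 13 and 13 with the joint scaling (12 and 13 when adjusted over the list alone). Meiosis and sporulation had 3 higher and 1 lower, chaperones 5 and 1, and the strain markers 1 and 1. The snoRNAs inside introns had 8 lower and 1 higher. The M-cell and iron uptake lists each had 1 higher and 0 lower (1 and 1 at an unadjusted p under 0.05). P-cell genes had 1 lower and 0 higher and phosphate uptake 2 and 0, the same numbers as at an unadjusted p under 0.05.

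In the authors' deposited DESeq columns, 347 transcripts are increased and 233 decreased at an adjusted p under 0.05 and a fold change over 2, and 1399 introns are increased and 27 decreased. Of these, 343 and 170 transcripts and 1376 and 21 introns have the same call with edgeR here. The correlation of the log2 fold changes was 0.9997 for transcripts and 0.9995 for introns. Of 638 introns with lower SE in both replicates at the authors' Q-value under 0.05, 631 were lower here.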
